# The CovRS Environmental Sensor Directly Controls the ComRS Signaling System To Orchestrate Competence Bimodality in Salivarius Streptococci

**DOI:** 10.1128/mbio.03125-21

**Published:** 2022-01-04

**Authors:** Adrien Knoops, Florence Vande Capelle, Laetitia Fontaine, Marie Verhaegen, Johann Mignolet, Philippe Goffin, Jacques Mahillon, Andrea Sass, Tom Coenye, Laura Ledesma-García, Pascal Hols

**Keywords:** cell-to-cell communication, quorum sensing, bimodality, two-component system, ComRS, XIP pheromone, stochasticity

## Abstract

In bacteria, phenotypic heterogeneity in an isogenic population compensates for the lack of genetic diversity and allows concomitant multiple survival strategies when choosing only one is too risky. This powerful tactic is exploited for competence development in streptococci where only a subset of the community triggers the pheromone signaling system ComR-ComS, resulting in a bimodal activation. However, the regulatory cascade and the underlying mechanisms of this puzzling behavior remained partially understood. Here, we show that CovRS, a well-described virulence regulatory system in pathogenic streptococci, directly controls the ComRS system to generate bimodality in the gut commensal Streptococcus salivarius and the closely related species Streptococcus thermophilus. Using single-cell analysis of fluorescent reporter strains together with regulatory mutants, we revealed that the intracellular concentration of ComR determines the proportion of competent cells in the population. We also showed that this bimodal activation requires a functional positive-feedback loop acting on ComS production, as well as its exportation and reinternalization via dedicated permeases. As the intracellular ComR concentration is critical in this process, we hypothesized that an environmental sensor could control its abundance. We systematically inactivated all two-component systems and identified CovRS as a direct repression system of *comR* expression. Notably, we showed that the system transduces its negative regulation through CovR binding to multiple sites in the *comR* promoter region. Since CovRS integrates environmental stimuli, we suggest that it is the missing piece of the puzzle that connects environmental conditions to (bimodal) competence activation in salivarius streptococci.

## INTRODUCTION

The asexual mode of proliferation in bacteria is one of the most successful strategies in living organisms but comes with the cost of low genetic diversity (1). To overcome this drawback, bacteria have evolved complex horizontal gene transfer mechanisms such as conjugation and natural transformation. Those processes are extremely efficient to generate genomic diversity and allow integration of DNA derived not only from closely related species but also from distant clades (1, 2). Recently, accumulation of genomic sequencing data has underlined the importance of those mechanisms for bacterial adaptation and evolution (3).

In bacteria, natural DNA transformation is triggered upon activation of a master transcriptional regulator and subsequent entry into a transient physiological state called competence (3). Mechanisms of competence activation and regulation can drastically differ, even between closely related bacterial species. However, the cost of this strategy in terms of energy and metabolism shifting is significant (4, 5), and as a consequence, activating this process can be fateful. To share responsibility at the population scale, initiating the system only in a subset of the community (bet-hedging) is a useful strategy, and this is presumably why bacteria have evolved complex regulatory pathways to control competence development. Optimally benefiting from biological noise, these regulatory systems can stochastically activate the switch from the noncompetent to competent state (6). Stochastic cellular decision-making processes promoting heterogeneous competence activation have been thoroughly studied in Bacillus subtilis (7, 8). It has been determined in this species that the main factor for competence development relies on the master regulator ComK (9). By experimentally manipulating the level of noise, it has been shown that a twofold decrease of noise in *comK* expression led to a 10-fold reduction of the probability for switching to the competence state (7). A critical aspect is the temporal modulation of the basal level of ComK that transiently pushes individual cells to reversibly switch from the noncompetent to the competent state. Indeed, bimodal cell-to-cell distribution of molecules like ComK is often referred as a bistable system. However, competence development should be considered an excitable process rather than a classical bistable system as it stochastically switches on in a subpopulation for a short period of time (8).

In streptococci, two main cell-to-cell communication systems for the control of competence have been described, ComCDE for the mitis and anginosus groups and ComRS for all other groups. While both systems show common features such as a transcriptional positive feedback on pheromone production, heterogeneous activation of competence has been mostly investigated for ComRS-containing species (10–15). The latter system involves two early competence (*com*) genes responsible for the induction of the master regulator ComX (alternative σ^X^ factor) and subsequent activation of late *com* genes required for the transformasome assembly (Fig. 1A) (16–19). More precisely, ComX induction is triggered by the small peptide XIP (*comX-*inducing peptide) acting as a signaling pheromone. This oligopeptide is the mature form of an intracellular precursor (ComS), which can be exported by the PptAB transporter and processed by the Eep peptidase as shown in Streptococcus thermophilus (17, 20) (Fig. 1A). Subsequently, XIP is reimported through the Ami/Opp transporter and binds to the transcriptional sensor ComR. This binding triggers ComR dimerization, resulting in the formation of the ComR·XIP complex that amplifies the early competence stage by enhancing *comS* transcription through a positive-feedback loop (19, 21). Above a specific XIP concentration, ComR·XIP also induces ComX accumulation; ComX subsequently binds to the RNA polymerase and triggers the transcription of late *com* genes (Fig. 1A). In Streptococcus salivarius, the ComRS system additionally couples the activation of competence to predatory mechanisms (22), presumably to ensure the release of free DNA from bacteriocin-sensitive preys.

**FIG 1:**
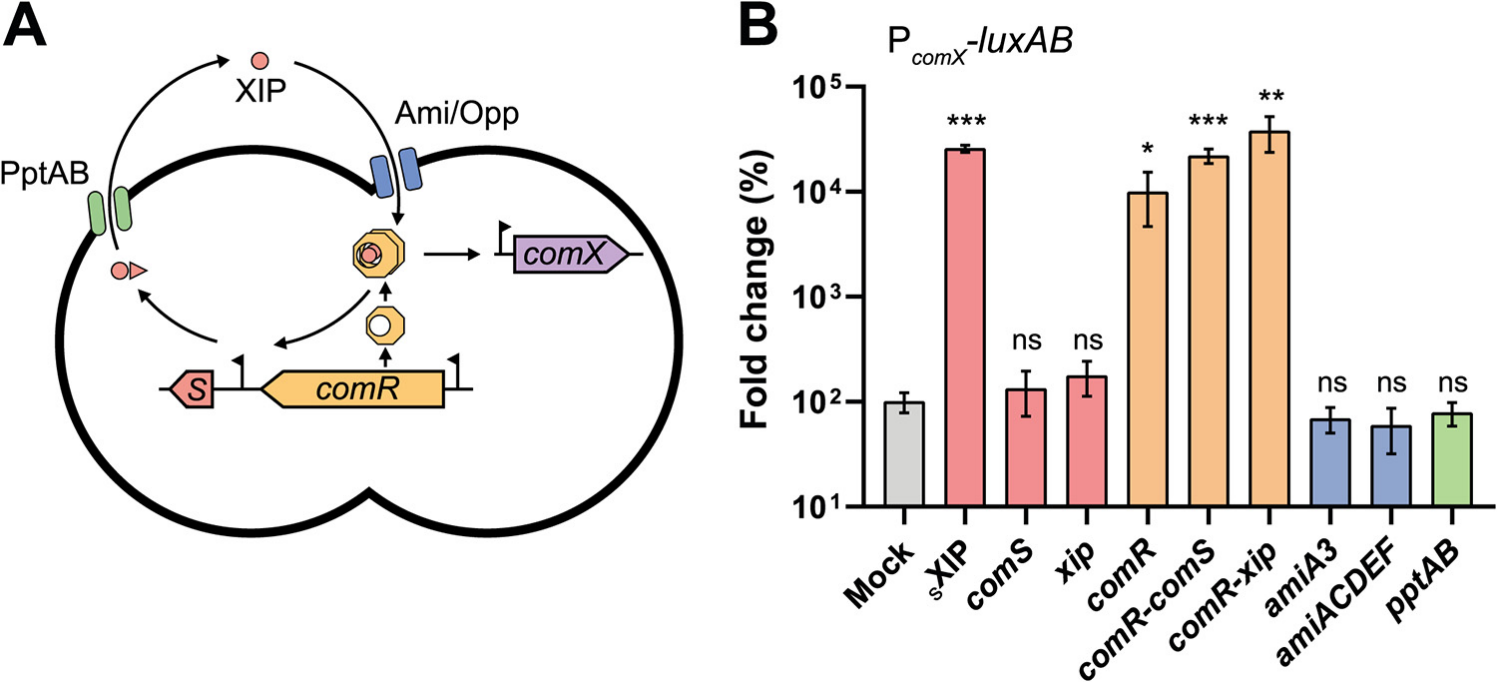
Analysis of ComRS bottleneck players. (A) Scheme of the ComRS system showing all components that were overexpressed. (B) Fold change of maximum specific luciferase activity (relative light units [RLU]/OD_600_) for the overexpression of the different ComRS components compared to mock strain (P*_comX_-luxAB* reporter strain). For induction, 1% xylose and 1 mM IPTG were added for the xylose-inducible promoter (*comS*, *xip*, *comR*, *comR-comS*, *comR-xip*, *amiACDEF*) and the lactose-inducible promoter (*pptAB*), respectively. For synthetic XIP induction (sXIP), a 500 nM concentration of the peptide was added. Values are mean values (*n *= 3) ± standard deviations (error bars). One-way ANOVA with Dunett’s test was performed for each overexpressed component in comparison to mock strain (ns, not significant; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001).

Understanding phenotypic heterogeneity and answering the question of how the ComRS system is able to generate a bimodal activation of competence in streptococci have remained challenging. This phenomenon has been mostly studied in Streptococcus mutans, where competence is regulated by both ComRS and the transcriptional regulation system BlpRH, ambiguously named ComCDE (10, 11). In this species, bimodality arises only via the activation of BlpRH through its cognate peptide MIP (mutacin-inducing peptide) but requires the ComRS system, suggesting a ComRS-triggering role for BlpRH (11, 12, 14).

In the present study, we investigated the origin of the ComRS-related bimodality in competence activation. We used S. salivarius, a model that does not contain a second competence-associated pheromone system such as the ComCDE/BlpRH found in S. mutans (22). We showed that the intracellular concentration of the sensor protein ComR is the key factor that controls the bimodal activation of competence in *S. salivarius*. Searching for a two-component system (TCS) controlling *comR* expression, we unexpectedly revealed that CovRS, a well-described virulence-controlling system in streptococci, governs the amount of ComR and thus competence bimodality in salivarius streptococci.

## RESULTS

### Competence activation is ComR sensitive.

Recently, we showed that the human gut-isolated *S. salivarius* HSISS4 strain was able to activate natural transformation through the ComRS system upon addition of the synthetic mature form of ComS (sXIP) (22). To unveil activation bottlenecks in the ComRS pathway, we overexpressed all known components of the system (Fig. 1A). For this purpose, we first transformed the *comX* promoter to luciferase reporter genes (P*_comX_*-*luxAB*) into an ectopic locus in the HSISS4 strain. We then used this competence reporter strain to construct transcriptional fusions of the different known components of the ComRS system under the control of inducible or strong constitutive promoters (Fig. 1B). In line with previous data (22, 23), we observed a high activation of the signaling pathway upon ComR increase (P*_xyl2_-comR*, ∼100-fold increase). In addition, we constructed *comR* overexpression systems in tandem with *comS* (full-length pheromone, P*_xyl2_-comR-comS*) or *xip* (an artificial gene encoding a 12-amino-acid [aa] intracellular form of ComS, P*_xyl2_-comR-xip*). Those strains showed high reactivity upon transcriptional induction (220- and 380-fold increase, respectively), presumably through bypassing *comS* transcriptional activation by ComRS and pheromone export-import, respectively (Fig. 1B). Although their functionality was validated (see Fig. S1A and B in the supplemental material), upregulation of the PptAB pheromone exporter (20) (P*_lac_-pptAB*) or importer (16) (AmiA3, P_32_*-amiA3* or AmiACDEF, P*_xyl2_-amiACDEF*) showed no increase in competence activation. Unexpectedly, *comS* (P*_xyl2_-comS*) or *xip* (P*_xyl2_-xip*) overexpression had no effect on P*_comX_*, while exogenous sXIP addition elicited a marked response (260-fold increase) (Fig. 1B). Because functionality of the two constructs was confirmed (Fig. S1C), we concluded that the system was not sensitive to endogenous pheromone increase at native ComR concentration. Together, these results demonstrate that competence acquisition in *S. salivarius* depends mainly on the amount of ComR.

10.1128/mBio.03125-21.1 FIG S1 Validation of overexpression fusions. Luciferase and GFP microscope assays were performed in order to show the functionality of different overexpression constructs unable to activate competence (Fig. 1). (A) Functionality of a P*_lac_-pptAB* (P*_comX_-gfp^+^* as proxy) conditional mutant (native locus) through its rescue by IPTG induction of P*_lac_*. Competence was activated by xylose addition (0.5%) thanks to the P*_xyl2_-comR* overexpression construct. (B) Functionality of P*_xyl2_-amiACDEF* through xylose induction (1%) in a WT P*_comX_-luxAB* reporter strain. Competence was activated by _S_XIP addition (500 nM). Results are displayed as maximum specific luminescence (RLU/OD_600_). (C) Functionality of P*_xyl2_-comS* and P*_xyl2_-xip* through complementation of a *ΔcomS* (P*_comX_-gfp^+^* as proxy) strain. Competence was activated through the P*_xyl2_-comR* overexpression construct. Overexpression fusions were induced by xylose addition (0.5%). For GFP assays (panels A and C), three populations from biological replicates were analyzed and their median fluorescence (arbitrary unit [AU]) was calculated. The mean median values of the three populations together with standard deviations are displayed. For the luciferase assay (panel B), biological triplicates were used. One-way ANOVA with Dunnett’s test was performed for multiple comparison to the mock strain (panel A) and *t* test was performed for simple comparison to related mock strain (panels B and C) (ns, not significant; **, *P* < 0.01; ***, *P* < 0.001; **** *P* < 0.0001). Download FIG S1, PDF file, 0.5 MB. Copyright © 2022 Knoops et al. 2022 Knoops et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### ComR levels dictate bimodality.

Since ComR is the most sensitive parameter for competence activation, we sought to determine its importance for ComRS-mediated competence bimodality. We therefore designed a transcriptional fusion between P*_comX_* and a 5′ untranslated region (5′-UTR)- and codon-optimized *gfp^+^* gene (P*_comX_-gfp^+^*). As *S. salivarius* is not spontaneously competent under laboratory conditions, we transferred the xylose-inducible *comR* cassette (P*_xyl2_-comR*) into this background and performed microscopic analysis with populations incubated with various xylose concentrations (Fig. 2A). Results showed the emergence of a high *gfp^+^*-expressing subpopulation proportional to xylose increase. We observed a bimodal activation of P*_comX_* from 0.1 to 0.2% xylose concentration, with 0.5% displaying unimodal P*_comX_* activation across the population (Fig. 2A). To validate that bimodality was not an artifact due to the xylose-inducible promoter itself, we constructed a P*_xyl2_-gfp^+^* strain. Cell populations of this control strain incubated with the same range of xylose concentrations exhibited no bimodal activation (Fig. S2), supporting the idea that bimodality arises from the ComRS system itself. To measure the amount of ComR protein added to the native system through the P*_xyl2_-comR* construct, we performed Western blot analyses on crude cell extracts from xylose-induced samples (Fig. 2B). Comparison with a noninduced condition showed that a small increase in the amount of ComR (<1.5-fold at the population level) was sufficient to activate P*_comX_* in a subpopulation. Finally, to assess that bimodality was arising from the topology of the ComRS regulatory circuitry and not from an upstream bimodal transcription of *comR*, we analyzed its expression at the single-cell level using a P*_comR_-gfp^+^* reporter strain. Microscopic analysis showed unimodal *gfp^+^* expression for the whole population, suggesting a low-noise *comR* transcription (Fig. 2C). To verify ComR unimodality at the translational level, we performed a population-wide microscopic analysis of a ComR-GFP^+^ fusion (P*_comR_*-*comR::gfp*^+^) (Fig. 2C) and a sXIP dose-response on P*_comX_-gfp^+^* expression (Fig. 2D). A unimodal response was observed under all tested conditions, revealing that the distribution of ComR among the cells in the population does not phenocopy the bimodal distribution of *comX* expression.

**FIG 2:**
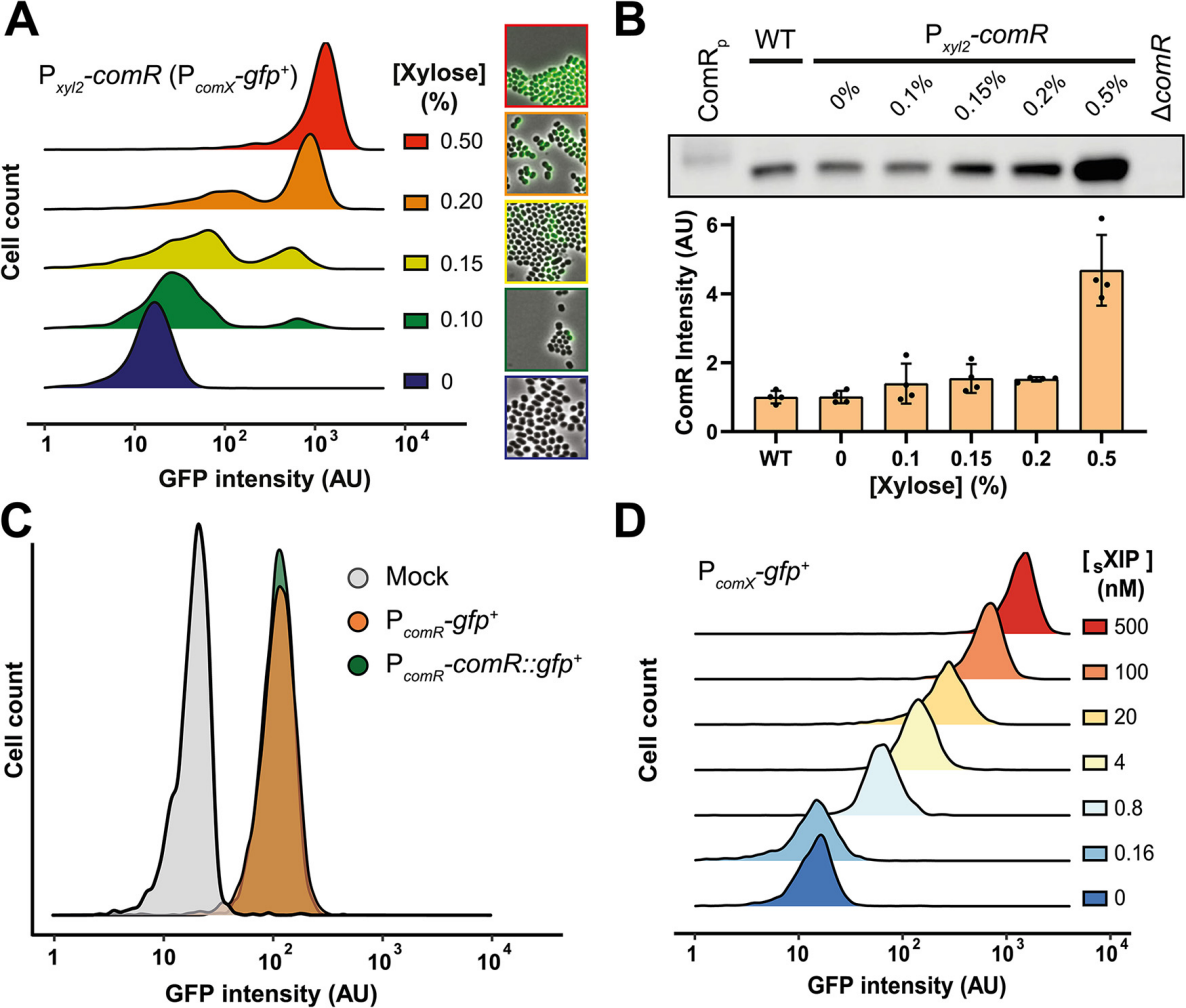
Control of competence bimodality by ComR. (A) Density plot of single-cell green fluorescent protein (GFP) intensity (arbitrary unit [AU], log scale) from a gradient of ComR levels. The overexpression of *comR* (P*_xyl2_-comR*) was monitored with a P*_comX_*-*gfp^+^* reporter strain in the presence of increasing xylose concentrations (shown as a percentage). Pictures on the right are representative cell samples of each xylose concentration tested. (B) Semiquantification of ComR by immunoblotting. ComR Western blot with crude extracts (technical replicates [*n *= 4]) from WT (strain HSISS4), Δ*comR* mutant (negative control), and *comR*-overexpressing strain (P*_xyl2_-comR* P*_comX_-gfp^+^*) incubated 2 h with increasing xylose concentrations (shown as a percentage). ComR_p_ denotes recombinant ComR-StrepTag used as positive control. Gel band intensities were quantified and normalized using total protein quantification from Coomassie blue staining. (C) Density plot of mock strain (gray), P*_comR_* activation (orange), and ComR levels (green) from microscopic analysis of HSISS4 WT, P*_comR_-gfp^+^*, and P*_comR_-comR::gfp^+^* fluorescence intensities, respectively. (D) Density plot of an sXIP dose-response (nM) from microscopic analysis of P*_comX_-gfp*^+^ fluorescence intensities. For panels A, C, and D, the fluorescence of individual cells was examined from biological triplicates (*n *> 500 cells in each experiment).

10.1128/mBio.03125-21.2 FIG S2 Absence of P*_xyl2_* intrinsic bimodality. (A) Density plot of single-cell GFP intensity (arbitrary unit [AU], log scale) from microscopic analysis of the P*_xyl2_-gfp^+^* strain incubated with 0, 0.1, 0.15, 0.2, and 0.5% of xylose. The fluorescence of individual cells was examined from biological triplicates (*n *> 500 cells in each experiment). (B) Linear regression performed on median GFP intensities of cell populations (black dots denote median values of distribution of biological replicates). Dashed lines denote confidence intervals (0.05) of the regression. Download FIG S2, PDF file, 0.6 MB. Copyright © 2022 Knoops et al. 2022 Knoops et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Altogether, those results show that the level of ComR is important for the activation of ComRS into a hypersensitive mode and is the key factor for competence bimodal activation; the latter feature does not arise from heterogenous ComR distribution in the population.

### A positive-feedback loop is required for bimodal activation.

While we showed that ComR levels played a central role in the bimodal activation of competence, we had no information on mechanisms involved in this phenomenon. Since positive-feedback-loop-based networks have been shown to generate heterogeneity in other bacterial systems (24, 25), we investigated the role of the ComRS feedback loop for the bimodal activation of the system (Fig. 1A). For this purpose, we inactivated the loop by constructing mutants of its key players (i.e., Δ*comS*, Δ*amiACDEF*, and Δ*pptAB*) into a P*_comX_-gfp^+^* background harboring the P*_xyl2_-comR* overexpression cassette. ComR overproduction through xylose induction in those strains showed no P*_comX_* activation, underlining the necessity of the pheromone, and its export and import for ComR-mediated activation (Fig. 3A and B).

**FIG 3:**
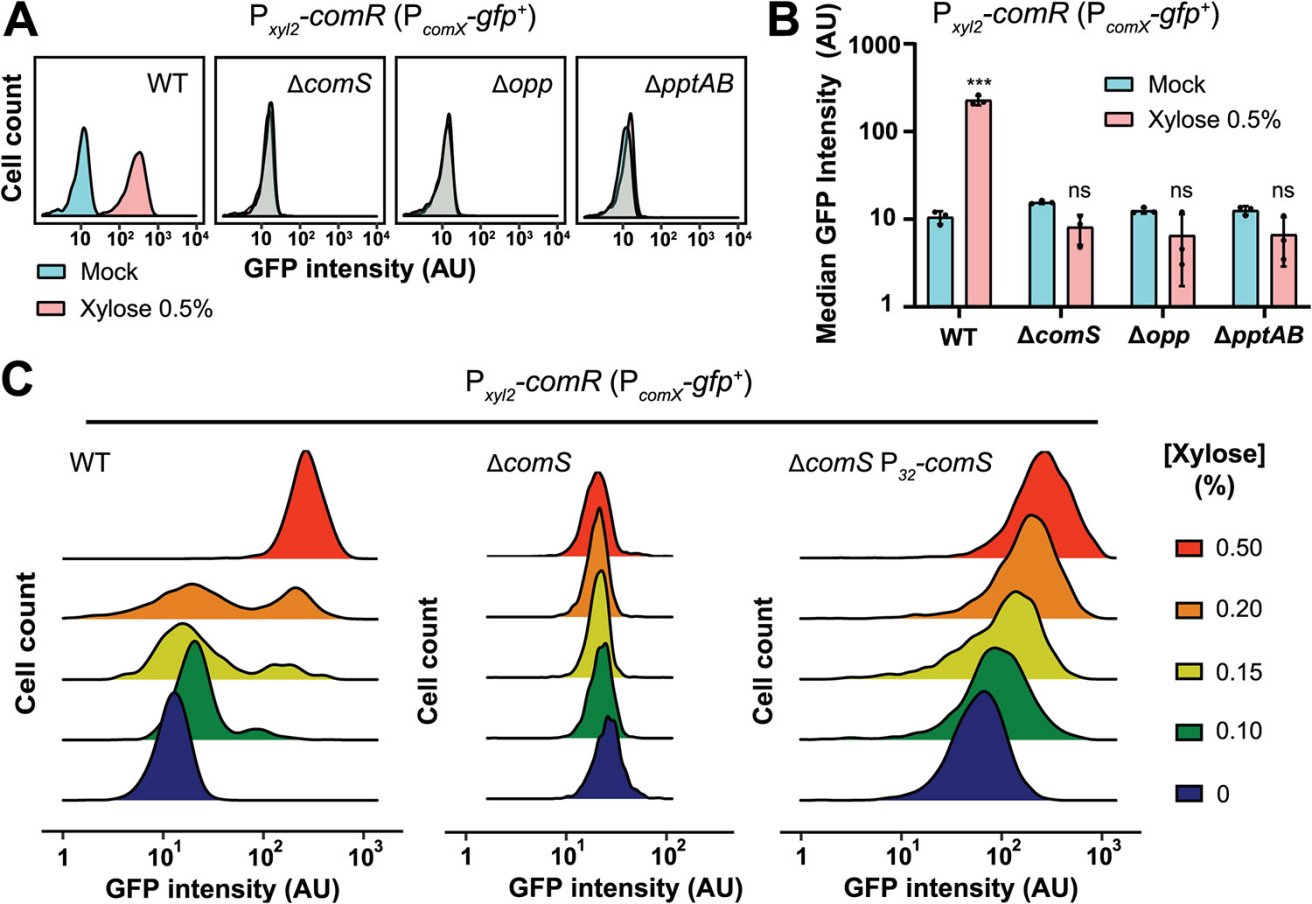
Implication of the positive loop in competence bimodality. (A) Representative density plots of loop inactivation from microscopic analysis of a P*_comX_-gfp^+^* P*_xyl_*_2_-*comR* strain harboring either a native loop (WT) or an inactivated loop through deletion of *comS* (pheromone precursor; *ΔcomS*), *amiACDEF* (XIP importer; *Δopp*), or *pptAB* (XIP exporter; *ΔpptAB*). Each subpanel depicts a population fluorescence analysis for each strain either without (mock) or with strong xylose induction (0.5%). (B) Bar chart depicting biological triplicates of the representative loop inactivation experiments shown in panel A. Values are means of median values (*n *= 3) ± standard deviations (error bars). Statistical *t* tests were performed for each inactivated component in comparison to its related mock strain (ns, not significant; ***, *P* < 0.001). (C) Representative density plot of single-cell GFP intensity (arbitrary unit [AU], log scale) from a gradient of ComR levels. The overexpression of *comR* (P*_xyl2_-comR*) was monitored with a P*_comX_*-*gfp^+^* reporter strain in the presence of increasing xylose concentrations (shown as a percentage). The same conditions were applied to three different genetic backgrounds: a mock strain (P*_comX_-gfp^+^* P*_xyl_*_2_-*comR*) and the same strain deficient for the pheromone (Δ*comS*) and with the pheromone under the control of a strong constitutive promoter, unplugged from the positive-feedback loop (Δ*comS* P*_32_-comS*). The fluorescence of individual cells was examined from biological triplicates (*n *> 500 cells in each experiment).

We then focused on the origin of bimodality and its link to the positive-feedback loop. For this purpose, we compared a wild-type (WT) strain to Δ*comS* and Δ*comS* P_32_-*comS* mutants (Fig. 3C). The first mutant is deficient in pheromone production, while the second expresses the pheromone under the control of a strong constitutive promoter unplugged from the feedback loop. Of note, those three strains possess the P*_xyl2_*-*comR* overexpression cassette in a P*_comX_-gfp^+^* background. We applied various xylose concentrations and observed no competence activation for the pheromone-deficient strain (Δ*comS*), while the reference strain showed bimodal activation for mild xylose induction (Fig. 3C). In contrast, the mutant producing the pheromone unwired from the loop showed a unimodal activation, gradually increasing in line with *comR* overexpression (Fig. 3C). Together, these results show that the ComRS positive-feedback loop is necessary for ComR-mediated competence activation and its bimodal behavior.

### The two-component system CovRS controls *comR* expression.

As we identified that the amount of ComR is central in the bimodal activation of competence, we investigated how ComR production and subsequent bimodality were controlled. Various two-component systems (TCSs) that sense environmental signals were previously shown to modulate competence in streptococci (26–28), and we decided to investigate their role in *comR* regulation. To this end, we conducted an *in silico* search in the HSISS4 genome and identified 13 putative TCSs harboring a response regulator in tandem with a histidine kinase (see Table S1 in the supplemental material). To investigate their role in *comR* regulation, we successfully inactivated 10 complete TCSs in the P*_comR_-luxAB* reporter strain (Fig. 4A). Because we were not able to generate three mutants (Δ*covRS*, Δ*fasAB*, and Δ*vicRK*), presumably due to their essential functions, we generated viable single gene deletions of their histidine kinase (Δ*covS*, Δ*fasB*, and Δ*vicK*). Since the Δ*covS* mutant showed the strongest and most significant effect on *comR* expression (Fig. 4A), we decided to investigate the importance of the CovRS system in more depth.

**FIG 4:**
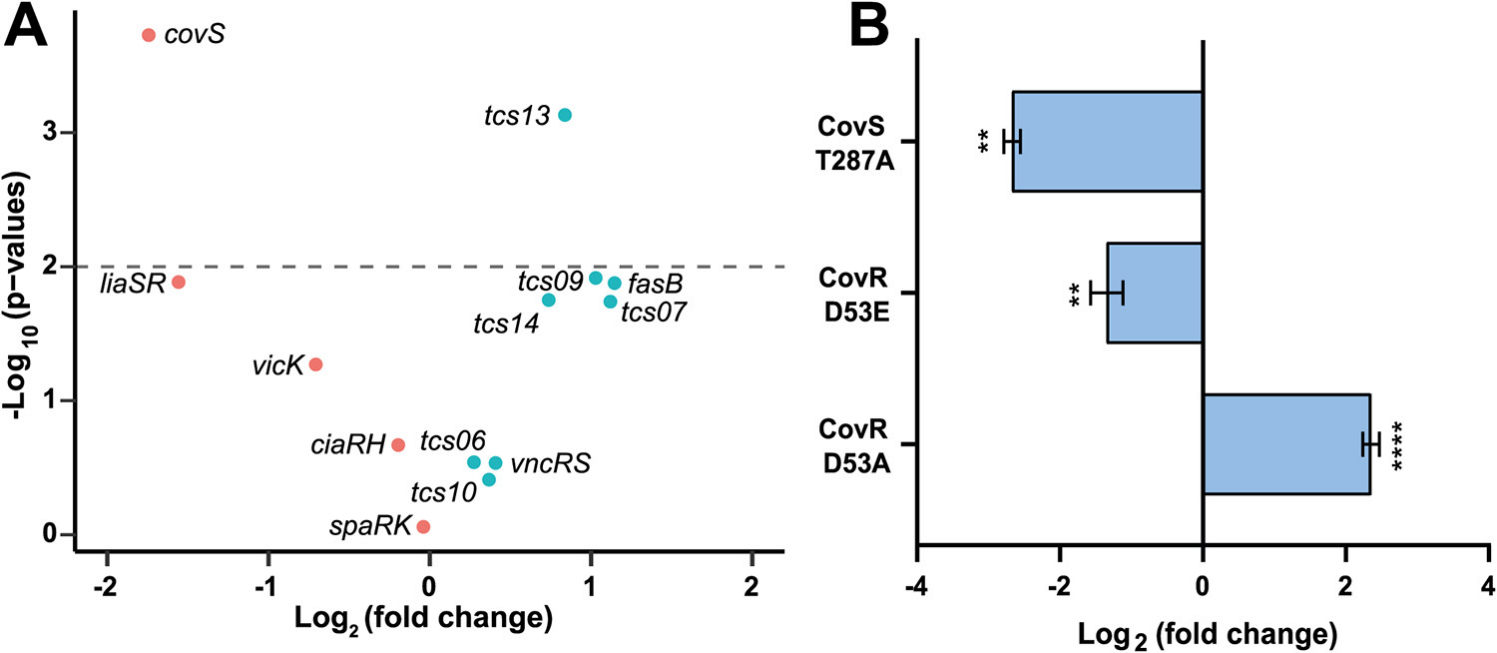
The two-component system CovRS controls *comR* expression. (A) Volcano plot showing the inactivation effect of complete TCS or their histidine kinase (*covS*, *vicK*, and *fasB*) on P*_comR_* activation. The dashed line denotes threshold corresponding to *P* = 0.01, and green and red dots show *comR* upregulation and downregulation, respectively. (B) Analysis of key residues of CovRS activity on *comR* expression. The phosphorylated residue of CovR was mutated either in alanine (D53A) or glutamate (D53E) to mimic the unphosphorylated or phosphorylated state, respectively. The CovS residue for phosphatase activity was mutated in alanine (T287A). For panels A and B, P*_comR_* activation was monitored with the P*_comR_*-*luxAB* reporter strain. Maximum specific luciferase activity (RLU/OD_600_, log_2_) were computed from biological triplicates, and mean values were used to calculate fold changes (± standard deviation in panel B) in comparison to mock strain. One-way ANOVA with Dunnett’s test was performed on log_2_ fold change data to generate *P* value*s* (**, *P* < 0.01; ****, *P* < 0.0001 in panel B).

10.1128/mBio.03125-21.7 TABLE S1 Annotation of TCSs from *S. salivarius* HSISS4. Download Table S1, PDF file, 0.1 MB. Copyright © 2022 Knoops et al. 2022 Knoops et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

The CovRS system (control of virulence) has been well characterized in Streptococcus pyogenes and Streptococcus agalactiae where it regulates the expression of a high proportion of the genome (∼10%), including several virulence genes (29, 30). Mechanistic studies have shown that upon activation through a stimulus (e.g., human defensin, divalent cations, or osmotic shock), CovS is able to trigger either phosphorylation (via a glutamate residue) or dephosphorylation (via a threonine residue) of an aspartate on its cognate response regulator CovR (31–34). As a result of phosphorylation, CovR forms dimers and binds DNA, mainly as a repressor (35). Because we identified a conserved motif in CovS at the phosphatase site, we decided to perform a point mutation and substitute the key T287 residue for alanine. In parallel, we produced two other point mutations of the phosphorylation site of CovR, D53A and D53E, mimicking the unphosphorylated and constitutive phosphorylated state, respectively. We transferred those mutations into a P*_comR_-luxAB* background and monitored the fold change in expression (Fig. 4B). Because CovR_D53E_ and CovS_T287A_ overrepressed *comR* expression while CovR_D53A_ relaxed repression, we concluded that the phosphorylated form of CovR (CovR∼P) is responsible for *comR* repression. In addition, transcriptome sequencing (RNA-seq) experiments (Table S2) showed that CovS_T287A_ and CovR_D53E_ mutants overrepressed most of the genes of the ComR regulon that was previously established, as well as a large set of genes directly controlled by ComX which are essential for natural transformation (22).

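For this experiment, the WT, CovS_T287A_ and CovR_D53E_ strains of *S. salivarius* HSISS4 were grown in CDMG and RNA was taken 25 min after the last dilution, with 1 library per strain. The sample labels place the T287A substitution in CovR, whereas the paper places it in CovS, and the library was taken as CovS_T287A_, as in the paper. The authors mapped the reads on the HSISS4 chromosome with Bowtie2 and counted them per coding sequence (CDS) with featureCounts. The deposited counts of 1906 CDSs sum to 48047146 reads for WT, 43447242 for CovS_T287A_ and 40439812 for CovR_D53E_. Here, counts were expressed as reads per 1000000 CDS-mapped reads (RPM), and each mutant was divided by WT, with an exact 95% interval for the ratio of 2 Poisson counts. As each strain has a single library, these intervals cover counting error only and the differences have no replicate check. A CDS was called lower or higher when its ratio was at least 2-fold from WT and its interval excluded 1. In CovS_T287A_, 362 CDSs were at least 2-fold lower and 13 at least 2-fold higher. In CovR_D53E_, these numbers were 257 and 226. The median log2 ratio over all CDSs was -0.21 in CovS_T287A_ and -0.08 in CovR_D53E_, so that the balance of lower and higher CDSs in CovS_T287A_ depends on scaling. With TMM, 266 CDSs were lower and 20 higher in CovS_T287A_.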

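Genes of the core regulon of ComR, the regulator that switches on competence and bacteriocin production, were lower in both mutant libraries. Of its 25 genes in Table S2, 21 were at least 2-fold lower in CovS_T287A_ and 19 in CovR_D53E_, and none was at least 2-fold higher. The putative bacteriocin gene *slvX* was at 0.0397 (95% counting interval 0.0335 to 0.0469) of WT in CovS_T287A_ and at 0.0456 (0.0386 to 0.0535) in CovR_D53E_. For *blpK*, which encodes another bacteriocin, the ratios were 0.0691 and 0.0742. The neighboring putative bacteriocin genes *slvY* and *slvZ* were at 0.123 and 0.0934 of WT in CovS_T287A_ and at 0.103 and 0.171 in CovR_D53E_. Of the 18 genes of the bacteriocin loci, 16 were at least 2-fold lower in CovS_T287A_ and 16 in CovR_D53E_, all but *comEB* and *pepP*. With TMM or DESeq2 size factors, *blpI* and the transporter gene HSISS4_00180 were less than 2-fold lower in CovS_T287A_, which left 19 ComR core genes. The ABC transporter genes HSISS4_00176 and HSISS4_00177 were at 0.125 and 0.113 of WT in CovS_T287A_ and at 0.0686 and 0.0936 in CovR_D53E_. Within 1.5-fold of WT in both mutants were *pncB* (nicotinate phosphoribosyltransferase), *nadE* (NAD synthetase), *comEB* and *pepP*, with ratios of 0.751, 0.808, 0.891 and 0.882 in CovS_T287A_ and of 1.49, 1.43, 0.976 and 1.18 in CovR_D53E_. The median log2 ratio of the core genes was -3.04 in CovS_T287A_ and -2.80 in CovR_D53E_. Of 10000 random gene lists of the same size matched on mean expression, none had a median that low in either mutant, and their medians centered on -1.02 and -0.43. The random lists drew genes singly, whereas many core genes share a locus, so that the spread of random medians may be too narrow. The ratios of Table S2 had been read before this list was set. With the reporter measurements of Fig. 4A and 4B, the paper concludes that CovRS controls competence through the expression of *comR*. Its later experiments add binding of CovR to the *comR* promoter and *covRS* mutants of *S. thermophilus*.

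**Figure D1:**
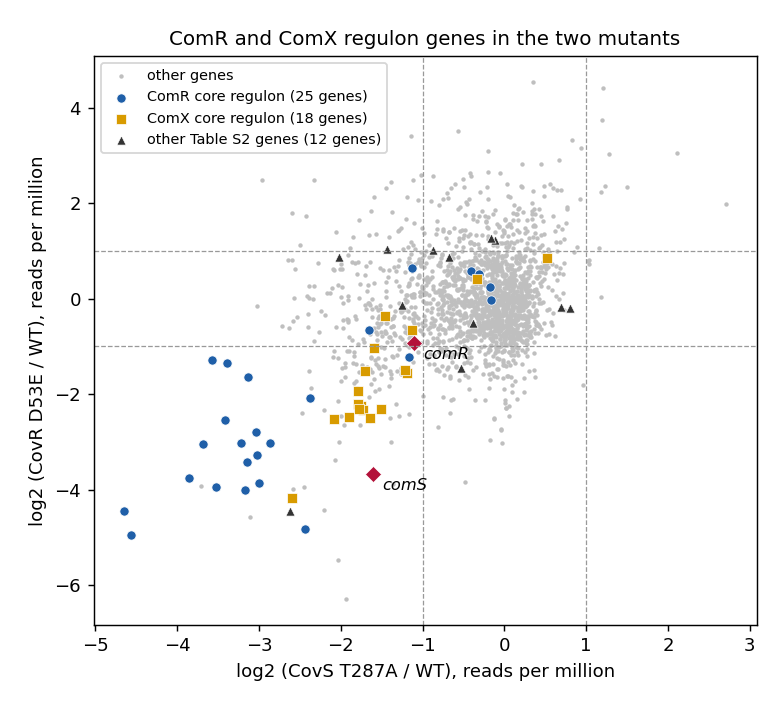
Log2 ratio of RPM to WT in CovS_T287A_ and in CovR_D53E_ for all CDSs, 1 library per strain, with the ComR core, ComX core and other genes of Table S2, *comR* and *comS* marked and dashed lines at 2-fold. Most ComR core genes lie at the lower left, down to -4.65 in CovS_T287A_ and -4.95 in CovR_D53E_.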

10.1128/mBio.03125-21.8 TABLE S2 Down-regulated genes in CovS_T287A_ and CovR_D53E_ mutants belonging to the ComR regulon. 

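Genes of the ComX core regulon, most of which take up or process DNA in natural transformation, had lower ratios in both mutant libraries, but so did other weakly expressed CDSs, more so in CovS_T287A_. Of 18 core genes, 16 were at least 2-fold lower in CovS_T287A_ (14 with TMM) and 14 in CovR_D53E_ (13 with TMM), with median log2 ratios of -1.68 and -2.08. The *comGA* gene, for the ATPase of the transformation pilus, was at 0.166 (95% counting interval 0.152 to 0.179) of WT in CovS_T287A_ and at 0.0552 (0.0479 to 0.0634) in CovR_D53E_. The genes of the DNA receptor ComEA and the DNA channel ComEC were at 0.352 and 0.302 of WT in CovS_T287A_ and at 0.200 and 0.199 in CovR_D53E_. The peptidase gene *pilD* was at 0.365 in CovS_T287A_ and 0.779 in CovR_D53E_, and *dprA*, for the loader of RecA on incoming DNA, at 0.455 and 0.634. Not 2-fold lower in either mutant were *ackA* (acetate kinase) and its neighbor HSISS4_01760, at 1.43 and 0.790 in CovS_T287A_ and 1.81 and 1.33 in CovR_D53E_. Of the 12 genes for DNA uptake (*comEA*, *comEC*, *pilD* and the *comF* and *comG* genes), 12 were at least 2-fold lower in CovS_T287A_ and 11 in CovR_D53E_. Of the ComX core genes, 15 were among the 10% of CDSs with the lowest level per kb. This lowest 10%, 191 CDSs, had a median log2 ratio of -1.43 in CovS_T287A_, with 149 at least 2-fold lower, and of -0.84 in CovR_D53E_, with 85. Of 10000 random lists matched on mean expression, 303 had a median at or below that of the ComX core genes in CovS_T287A_ and 2 in CovR_D53E_. For the uptake genes these were 1176 and 35. The lists were matched on RPM not divided by length, and thus not on level per kb. They also drew genes singly, whereas many of these genes share a locus, so that the spread of random medians may be too narrow. In a setting chosen after seeing the data, the excess of WT reads per kb in the lowest 10% was taken off WT. This left 2 ComX core genes (*ssbA* and *comGA*) at least 2-fold lower in CovS_T287A_ and 10 in CovR_D53E_, and of the uptake genes 1 and 8. It also turned 1 uptake gene at least 2-fold higher in CovS_T287A_. The amount taken off was the median excess of the 10% that holds 15 of these 18 genes. Most were therefore likely to lose their call in CovS_T287A_, whatever the cause.

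**Figure D2:**
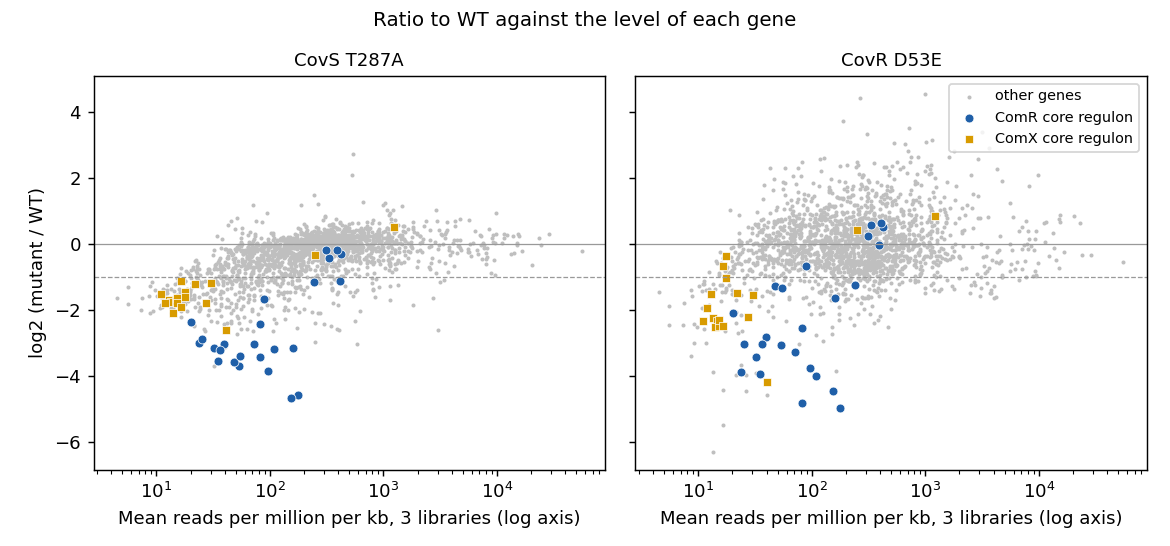
Log2 ratio to WT of each CDS against its mean RPM per kb, for CovS_T287A_ (left) and CovR_D53E_ (right), with ComR core and ComX core genes marked and a dashed line at 2-fold lower. CDSs at low levels lie lower, with a Spearman rho between level and ratio of 0.55 in CovS_T287A_ and 0.19 in CovR_D53E_.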

Download Table S2, PDF file, 0.2 MB. Copyright © 2022 Knoops et al. 2022 Knoops et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

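In the RNA-seq libraries, *comR* gave fewer reads in both mutants, while *covS* hardly differed from WT. The *comR* gene was at 0.466 (95% counting interval 0.446 to 0.486) of WT in CovS_T287A_ and at 0.523 (0.502 to 0.546) in CovR_D53E_. These are log2 ratios of -1.10 and -0.93, and with TMM scaling the log2 ratio in CovS_T287A_ was -0.88, less than 2-fold. With the WT excess of weakly expressed CDSs taken off WT, a setting chosen after seeing the data, it was -0.94. The *comS* gene, for the pheromone that activates ComR, lies downstream (249132 to 249206) and had 182 reads in WT, 54 in CovS_T287A_ and 12 in CovR_D53E_, with ratios of 0.328 (0.238 to 0.447) and 0.0783 (0.0397 to 0.140). It is among the 10% of CDSs with the lowest level per kb, which were lower in both mutants as a group. That level is a mean over all libraries, so that the low mutant values of *comS* help to place it there. With the WT excess of these CDSs taken off WT, its log2 ratio was -0.97 in CovS_T287A_, less than 2-fold, and -3.27 in CovR_D53E_. The coding sequence of *comS*, 75 bp, is shorter than a read. The next gene, *comA*, for an ABC transporter, was at 0.0421 (0.0402 to 0.0441) and 0.0323 (0.0306 to 0.0341). The gene of the competence sigma factor, *comX*, was at 0.317 (0.294 to 0.341) in CovS_T287A_ and 0.632 (0.596 to 0.670) in CovR_D53E_. The *covR* gene was at 1.34 (1.33 to 1.35) and 0.993, and *covS* at 0.992 and 0.989. These levels do not show the substitutions, and the paper does not state whether the strains sequenced also carried the *luxAB* reporter and resistance cassettes of the strains it lists with them. None of the 8 genes of pheromone export (*pptAB*) and import (*ami* genes) was 2-fold changed, although without the 10 most read genes *amiA3B* had a log2 ratio of -1.04 in CovR_D53E_, past 2-fold.

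**Figure D3:**
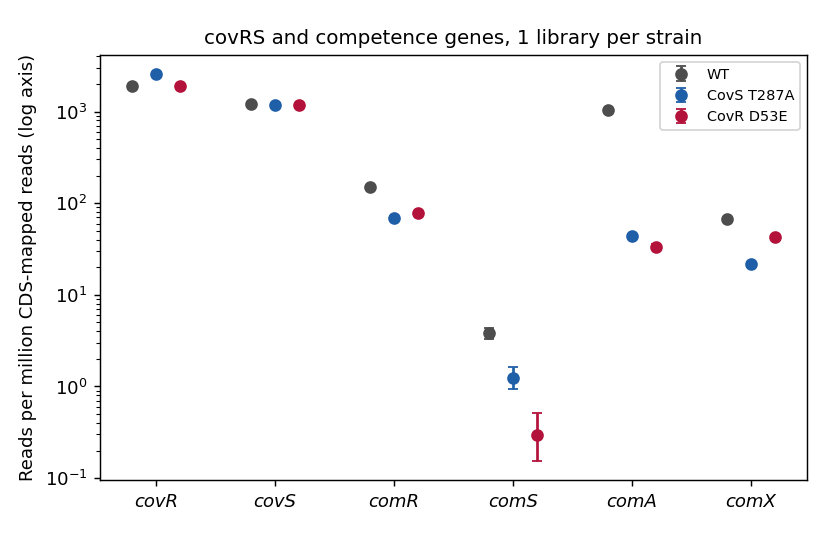
RPM (log axis) of *covR*, *covS*, *comR*, *comS*, *comA* and *comX* in the 3 libraries, with exact 95% Poisson intervals. The *comA* values in CovS_T287A_ and CovR_D53E_ are 43.8 and 33.6.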

Altogether, these data demonstrate that the CovRS system is pivotal in the control of competence development in *S. salivarius* through modulation of *comR* expression.

### CovR inhibits *comR* expression through direct transcriptional control.

As the CovRS system had shown strong control over the *comR* promoter *in vivo*, we characterized *in vitro* interactions between CovR and P*_comR_*. To this end, we purified three variants of CovR (CovR_WT_, CovR_D53A_, and CovR_D53E_) and performed electrophoretic mobility shift assays (EMSAs) on Cy3-labeled DNA corresponding to P*_comR_* (150 bp upstream of the start codon) (Fig. 5A and B). The results showed binding of purified CovR_WT_ to P*_comR_*, which is lower and higher for the CovR_D53A_ variant and the phosphomimetic CovR_D53E_, respectively. The approximately twofold difference in binding efficiency between the two CovR mutants is similar to previously reported data between unphosphorylated CovR and CovR∼P from other streptococci (36). Although this difference seems low, it has been demonstrated that the presence of the RNA polymerase enhances the CovR∼P repression, explaining higher *in vivo* repression (35). To demonstrate the specificity of this binding, we performed EMSA with the promoter and an internal coding sequence (CDS) fragment of the physiologically unrelated gene *dnaE* (alpha subunit of polymerase III [PolIII], P*_dnaE_* and CDS*_dnaE_*, respectively), as well as the promoter of CovR (P*_covR_*) that has previously been reported to be bound by CovR in other streptococci (37, 38). While CovR showed binding to P*_covR_*, weak unspecific binding at very high CovR concentrations and no binding were observed for P*_dnaE_* and CDS*_dnaE_*, respectively (Fig. S3A). Furthermore, competition assays with unlabeled probes (P*_comR_*, P*_dnaE_*, and CDS*_dnaE_*) showed a decrease in CovR-P*_comR_* interaction for the P*_comR_* competing probe but no effect on P*_dnaE_* and CDS*_dnaE_*, underlining the specificity of these interactions (Fig. S3B).

**FIG 5:**
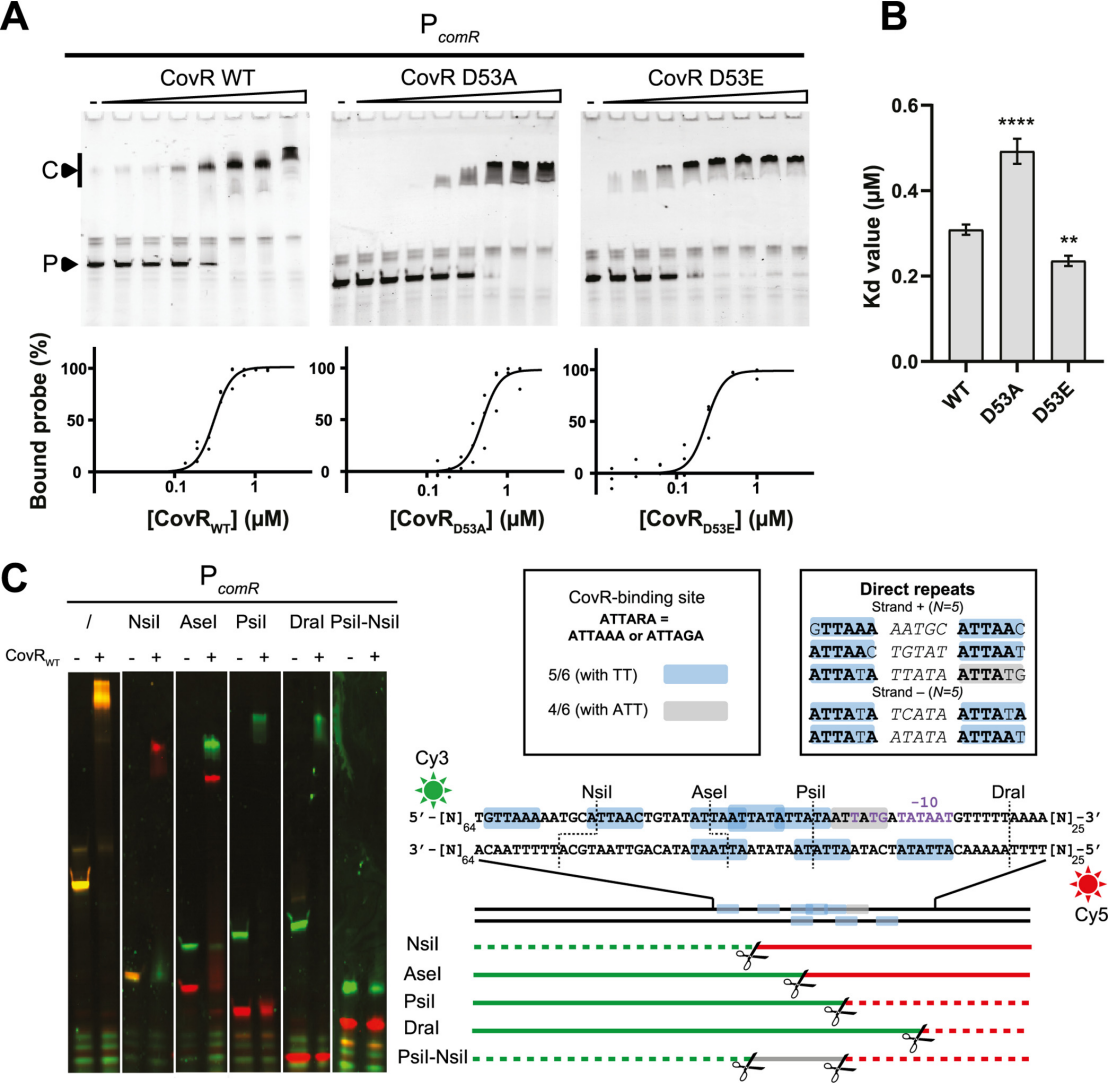
Characterization of CovR binding to P*_comR_*. (A) Representative EMSAs (top panels) performed with the P*_comR_* probe (150 bp, 0.05 μM) and a gradient of purified CovR_WT_, CovR_D53A_, or CovR_D53E_ (triangles, maximum of 1.4 μM with serial 1.4:1.4 dilutions). Lanes with no CovR are indicated by a minus sign. P and C denote the unbound probe and the CovR-DNA complex, respectively. Gels displayed are representative of technical triplicates. Nonlinear regressions of percentage of bound probes (black dots show triplicates values) were implemented using a Hill equation (*n *= 4) (lower panels). (B) Comparison of estimated *K_d_* values (± standard deviation) between CovR variants. These values were extrapolated from nonlinear regressions shown in panel A. One-way ANOVA with Dunnett’s test was performed for the *K_d_* values of CovR variants in comparison to WT (*, *P* < 0.05; **, *P* < 0.01, *n* = 3). (C) Mapping of CovR binding motifs by restriction of the P*_comR_* probe. EMSA experimental data and schematic view of P*_comR_* restriction pattern are displayed on left and right, respectively. The P*_comR_* probe (150 bp) was double labeled with Cy3 and Cy5 fluorophores and restricted by NsiI, AseI, PsiI, DraI, and PsiI-NsiI for the fine mapping of CovR binding motifs. The resulting products (0.05 μM or 0.1 μM for unrestricted and restricted DNA, respectively) were incubated with (+) or without (−) CovR_WT_ (0.43 μM). The depicted double-stranded DNA sequence shows positions 65 to 125 of the P*_comR_* probe. Putative CovR-binding sites (ATTARA) upstream of the predicted −10 box (purple) of P*_comR_* are highlighted by colored boxes (light blue, one mismatch with TT conservation; gray, two mismatches with ATT conservation). Direct repeats separated by 5 nucleotides are highlighted in a separate box. Green and red sun icons represent 5′-end Cy3 and 3′-end Cy5 labeling, respectively. The positions of scissors denote cleavage sites of restriction enzymes, and green/red horizontal lines display restriction products with color code corresponding to their labeled fluorophore. Continuous and dashed lines denote presence and absence of a shift on the gel, respectively.

10.1128/mBio.03125-21.3 FIG S3 Specificity controls for P*_comR_-*CovR interaction. (A) EMSA with nonspecific (P*_dnaE_* and CDS*_dnaE_*) and specific (P*_covR_*) probes (150 bp, 0.05 μM) and a gradient of purified CovR_D53A_ or CovR_D53E_ (triangles, maximum of 1.4 μM with 1.4×  serial dilutions). (B) EMSA competition assays performed between the P*_comR_-*Cy3 (150 bp, 0.05 μM)-CovR_D53E_ (0.7 μM) complex and a gradient of unlabeled nonspecific probes (P*_dnaE_* and CDS*_dnaE_*) or specific probe (P*_comR_*) (triangles, maximum of 2 μM with 1:2 serial dilutions). In panels A and B, minus and plus signs depict the absence and presence of unlabeled probe or protein, respectively. P and C denote the unbound probe and the CovR-DNA complex, respectively. Download FIG S3, PDF file, 2.6 MB. Copyright © 2022 Knoops et al. 2022 Knoops et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Previous work with S. pyogenes had identified the DNA motif responsible for CovR binding (ATTARA motif) (36, 37), and we screened the *comR* promoter for this motif (Fig. 5C). We found many motifs with one mismatch but no consensus sequences. Particularly, the region just upstream of the predicted −10 box showed a high density of directly repeated motifs on both DNA strands, which in most cases are separated by five nucleotides (Fig. 5C). To determine whether that region could bind CovR, we performed EMSA with a rational restriction of the P*_comR_* probe labeled with Cy3 and Cy5 at the 5’and 3′ end, respectively (Fig. 5C). While unrestricted P*_comR_* showed an orange band shift upon CovR binding due to red and green fluorophore colabeling, the restriction mapping based on the mobility shift of 5′-end (green) and 3′-end (red) labeled fragments showed that only the region upstream of the −10 box with the mapped motifs is able to bind CovR (Fig. 5C). Particularly, we observed a shift for both 5′ and 3′ fragments when restriction was performed in the middle of the binding region (AseI), suggesting interaction of CovR with multiple sites. In addition, a double restriction surrounding this region (PsiI-NsiI) showed no band shift, which excludes the presence of other binding sites in the 150-bp fragment upstream of the start codon of *comR*.

Altogether, these results suggest that the CovRS system controls competence activation in *S. salivarius* by directly repressing *comR* transcription through binding of CovR to multiple sites in its promoter region.

### CovR represses competence in the salivarius group.

We next investigated whether the CovRS-mediated competence repression could be broadened to other streptococci of the salivarius group. Since inactivation of the complete CovRS system in the domesticated species S. thermophilus was previously reported as nonlethal (39), we deleted *covRS* in luminescence reporter strains of P*_comX_*/P*_comR_* activity. S. thermophilus strains LMG18311 and LMD-9 were compared based on their reported transformability in the absence of sXIP addition, which is very low and high, respectively (40). CovRS inactivation showed that the CovR-mediated repression of competence was also operational on the control of P*_comR_* and P*_comX_* in S. thermophilus (Fig. 6A to C). In addition, the introduction of a plasmid harboring an intact *covRS* operon into the LMG18311 Δ*covRS* strain rescued the loss of P*_comX_* repression (Fig. 6B). Notably, the impact of CovRS inactivation was much more pronounced in the LMG18311 background than in the spontaneously transformable LMD-9 strain (Fig. 6B and C), suggesting different levels of CovRS repression between the two strains. By comparing *comR* promoter sequences, we observed a high sequence conservation and a similar distribution of ATTARA motifs between the two strains (Fig. S4A). We then aligned CovR and CovS sequences from representative strains of the salivarius group and found a specific mutation (D98E) at a conserved position in CovR-LMD-9 compared to CovR-LMG18311 (Fig. S4B). To investigate the role of this mutation in spontaneous competence activation of strain LMD-9, we exchanged the *covR*S operon and the point mutation between the two strains. As shown in Fig. 6B, the reciprocal exchange of CovRS or D98E mutation alone inverted the level of P*_comX_* activation between the two genetic backgrounds. Notably, due to the D98E mutation, the *comX* expression in strain LMG18311 increased to a sufficient level to unleash natural transformation. The measured transformation rate of various clones was ∼10^−4^, which is similar to strain LMD-9 (40). These results show an altered functionality of CovR_D98E_ that is responsible for a spontaneous transformation in strain LMD-9.

**FIG 6:**
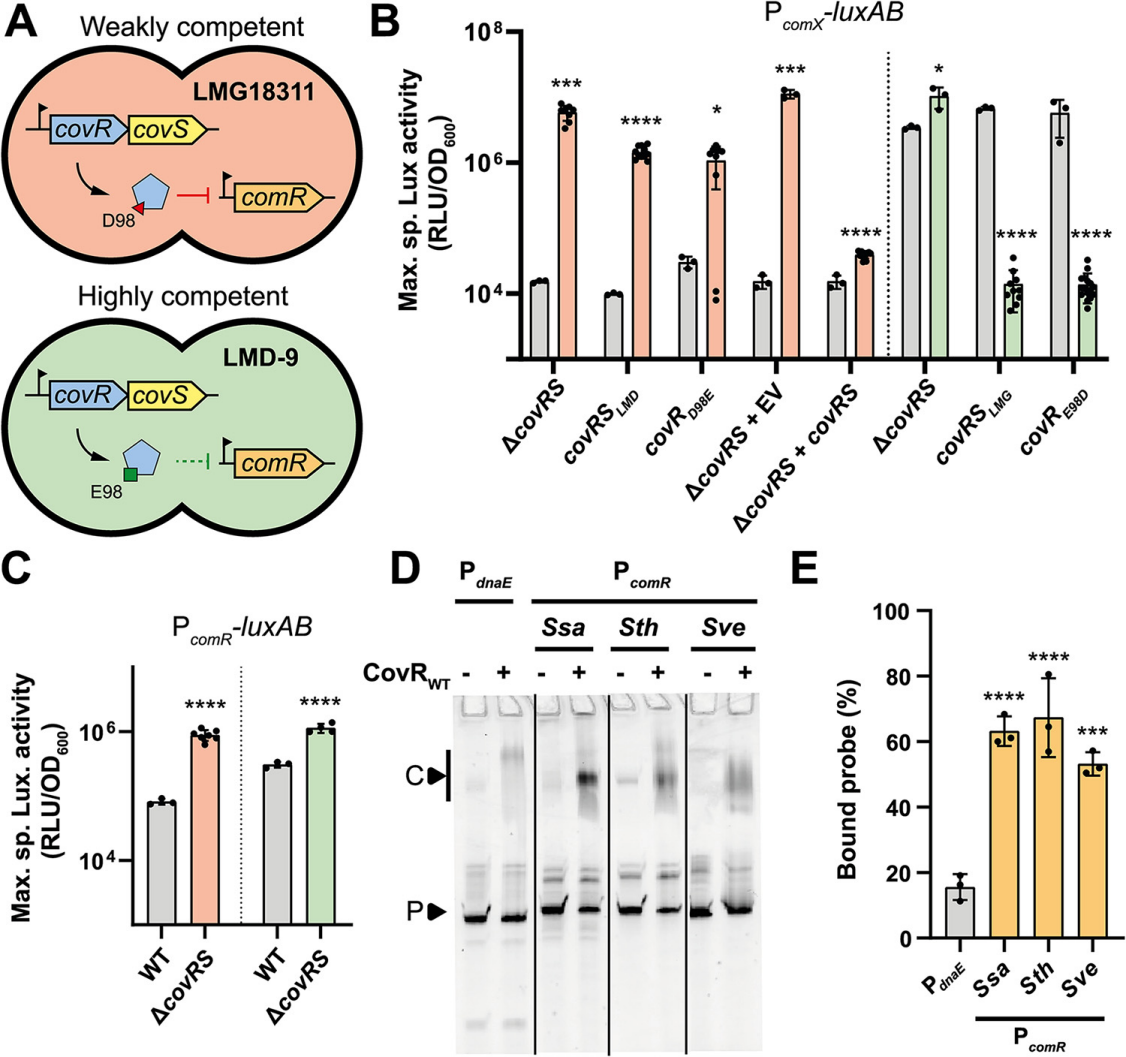
Distal regulation of ComR by CovRS in salivarius streptococci. (A) Schematic view of the two CovRS modules present in strains LMG18311 (orange) and LMD-9 (green) of S. thermophilus. Red and green lines illustrate strong and weak repression effect of CovRS on P*_comR_*, respectively. The weak repression effect in LMD-9 is due to CovR_D98E_ mutation, which correlates with its high spontaneous transformability. (B and C) Effect of CovRS modulation on P*_comX_*/P*_comR_* activity (B/C) in strains LMG18311 (orange) and LMD-9 (green). Data show maximum specific luciferase activity (RLU/OD_600_) for Δ*covRS* mutants, *covRS* reciprocal swap (LMG/LMD), *covR* point mutation exchange (D98E/E98D), plasmid complementation of LMG18311 Δ*covRS* (Δ*covRS* plus *covRS*) and its control (Δ*covRS* plus empty vector [EV]) in comparison to their related control strain (gray). The control strains are LMG18311 WT or LMD-9 WT, except for LMG18311 complementation experiments where the WT strain contains the empty vector. (D) Representative EMSA performed with the negative-control P*_dnaE_* or P*_comR_* probes of *S. salivarius* (*Ssa*) HSISS4, S. thermophilus (*Sth*) LMD-9, and *S. vestibularis* (*Sve*) NCTC12167 (150 bp, 0.05 μM) in the presence (+) or absence (−) of CovR_WT_ from *Ssa* HSISS4 (0.4 μM). (E) Bar chart showing the percentage of bound probe for each promoter shown in panel C. Dots show the values for biological replicates (panels B and C, *n *≥ 3) or technical triplicates (panel E) ± standard deviations. Statistical *t* test was performed for each condition in comparison to related mock strain (WT: mock, panels B and C) and one-way ANOVA with Dunnett’s test was performed for multiple comparison (P*_dnaE_*: mock, panel E) (*, *P* < 0.05; ***, *P* < 0.001; ****, *P* < 0.0001).

10.1128/mBio.03125-21.4 FIG S4 Conservation of P*_comR_* and CovR in salivarius streptococci. (A) Alignment of P*_comR_.* Asterisks indicate consensus nucleotides. The putative extended −10 box (TNTGNTATAAT) is indicated in purple. ATTARA sequences are highlighted by colored boxes (green, perfect match; blue, one mismatch with TT conservation, gray, two mismatches with ATT conservation). (B) Alignment of CovR performed with the aid of the PRALINE multiple alignment tool (http://www.ibi.vu.nl/programs/pralinewww). Asterisks denote consensus residues. Four representative strains were used for both alignments: *S. salivarius* HSISS4, S. thermophilus LMD-9, S. thermophilus LMG18311, and *S. vestibularis* NTC12167. Download FIG S4, PDF file, 0.9 MB. Copyright © 2022 Knoops et al. 2022 Knoops et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Finally, as CovR proteins and *comR* promoters of *S. salivarius*, S. thermophilus, and Streptococcus vestibularis show a high level of conservation (Fig. S4), we performed EMSAs with the purified CovR_HSISS4_ and the different promoter sequences. We observed a significant shift of the three promoter probes that validated direct interactions between partners (Fig. 6D and E).

Together, those data show that CovRS-mediated competence repression is a common feature in the salivarius group of streptococci. Moreover, a point mutation that partially abrogates CovR functionality could explain the spontaneous competence behavior of some S. thermophilus strains under laboratory conditions.

### CovR controls bimodal competence activation in the salivarius group.

CovR is a major repressor of *comR* expression, and we subsequently examined whether we could generate bimodal competence activation through CovRS fine-tuning. For this purpose, we set up a conditional mutation system based on a clustered regularly interspaced short palindromic repeats interference (CRISPRi) module targeting *covRS* expression. Using an optimized LacI repressor together with a dead Cas9 (dCas9) under the control of a P*_lac_* promoter (41), we first validated the system in *S. salivarius* (Fig. S5A and B) and used it to repress the transcription of the *covRS* operon using a guide RNA (gRNA) targeting the *covR* promoter (Fig. S5C). The conditional repression of *covRS* increased P*_comR_* and P*_comX_* activities to a sufficient level to trigger competence (Fig. S5D). However, a strong growth defect associated with abnormal cell morphology and cell aggregation was also observed (Fig. S5E and F). Although we were able to show bimodal competence activation through CovR depletion in *S. salivarius* (Fig. S5F), determining whether toxicity contributes to heterogeneity remained challenging.

10.1128/mBio.03125-21.5 FIG S5 CovR depletion is toxic in *S. salivarius*. (A) Strategy used to validate the CRISPR interference (CRISPRi) system by targeting a constitutive promoter (P_32_) (strategy used in panel B). Together with the reporter system (P_32_*-luxAB*), the engineered strain carries an optimized *lacI* repressor under the control of a constitutive promoter (P_F6_*-lacI*), a nuclease mutant of Cas9 (dCas9) under the control of a lactose-inducible promoter (P*_lac_-dcas9*), and a guide RNA targeting the P_32_ promoter under the control of a constitutive promoter (P_3_*-gRNA_3*). (B) Fold change (percentage) of specific luciferase activity (RLU/OD_600_) for increasing concentration of IPTG in a constitutively expressed luciferase strain (P_32_*-luxAB*). Points show the values for biological triplicates (*n *= 3), while the green bar shows the mean. (C) CRISPRi strategy for *covRS* repression (strategy used in panels D to F). (D) CovR depletion increase *comR* and *comX* transcription. A strain harboring the *dcas9* module reported in panel C together with no guide RNA (WT) or with a guide targeting a single nucleotide modified promoter of *covRS* (*-|covR*) and harboring a P*_comR_-luxAB* or P*_comX_-luxAB* reporter system were incubated with no IPTG or 100 μM IPTG, and maximum specific luciferase activity was recorded. One-way ANOVA with Dunnett’s test was performed for technical triplicates (ns, not significant; *, *P* < 0.05, ****, *P* < 0.0001). (E) Growth defect upon *covRS* inhibition. The strain harboring the *dcas9* module with (*-|covR*) or without (WT) a guide targeting P*_covRS_* reported in panel C were incubated in the presence of 0, 10, or 100 μM IPTG. Solid lines represent average measurements, and shaded lines represent the standard errors. (F) Microscopic single-cell *covRS* repression. The same constructs as described in panel C were used, except that the reporter system was P*_comX_-gfp^+^.* The first vertical set of pictures show the WT, and the second and third sets show the *covRS*-repressed strain with 100 μM IPTG. The second and third vertical sets highlight heterogeneous *comX* activation and aggregation phenotype, respectively. Download FIG S5, PDF file, 2.5 MB. Copyright © 2022 Knoops et al. 2022 Knoops et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Taking the problem the other way around, we investigated whether we could turn a unimodal activated system due to a lack of CovR functionality, as expected in S. thermophilus LMD-9 (CovR_E98_, *covR*_LMD_), into a bimodal system by overexpressing *covR* from strain LMG18311 (CovR_D98_, *covR*_LMG_). To this aim, we inserted the *covR*_LMG_ allele under the control of P*_xyl2_* (P*_xyl2_-covR*_LMG_) at an ectopic locus together with a P*_comX_-gfp*^+^ reporter fusion in the LMD-9 background (Fig. 7A). Microscopic observations in a microfluidic device of the merodiploid strain showed 100% of P*_comX_* activation in the noninduced cell population and no activation with the fully xylose-induced *covR*_LMG_ gene (Fig. 7B). Interestingly, we were able to produce a bimodal activation by fully inducing *covR*_LMG_ in a preculture, which was further cultivated in a xylose-free medium to generate CovR_LMG_ depletion by cell division and subsequent dilution (Fig. 7B). Time-lapse experiments performed in the same condition illustrate heterogeneous initiation of competence (Fig. 7C).

**FIG 7:**
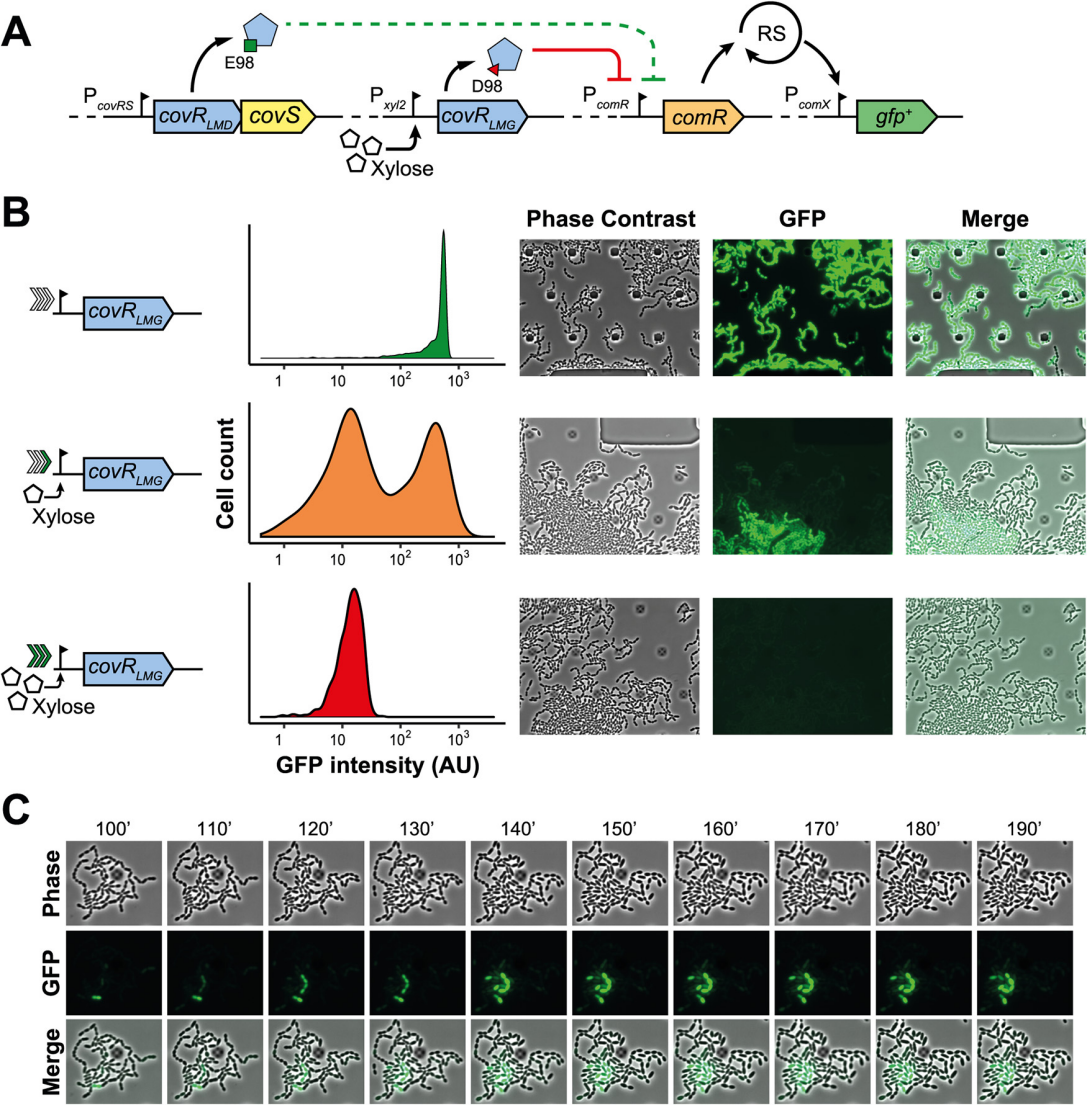
CovR controls competence bimodality. (A) Schematic view of the merodiploid LMD-9 strain (*covR*_LMD_, CovR_E98_) expressing the xylose-inducible wild-type *covR* allele from the LMG18311strain (*covR*_LMG_, CovR_D98_) used in panels B and C. RS, signal amplification through ComRS. (B) Gradual overexpression of *covR*_LMG_ fused to P*_xyl2_* in LMD-9 strain harboring the *covR*_LMD_ mutated gene. The strain was grown for 4 h in M17G, washed, and incubated for 1 h in CDMG prior to loading into a microfluidic device fed with CDMG. Cells with no/mild/high induction (increasing green arrows) were preincubated with 0/0.5/0.5% xylose in M17G, 0/0.5/0.5% xylose in CDMG, and with 0/0/0.5% xylose in the microfluidic device fed with CDMG, respectively. Density plots show the distribution (*n *> 600) of fluorescence, and representative pictures are displayed on the right side, taken after 150 min of growth. (C) Time lapse showing bimodal activation of competence with a *covR*_LMG_ mild-induced condition. Time is shown in minutes (′).

Altogether, these results strongly suggest that controlling CovRS activity allows to reproduce the effect of ComR on the bimodal activation of competence in salivarius streptococci.

## DISCUSSION

Investigating how environmental sensors influence individual cell fates and elicit bet-hedging strategies in the context of competence is of prime importance to understand how bacteria face different stresses collectively. In the present study, we selected *S. salivarius* as a representative species of ComRS-containing streptococci based on the presence of a single competence signaling system (i.e., ComRS) and absence of spontaneous transformation under laboratory conditions. Our results showed that intracellular levels of the transcriptional sensor ComR and noise amplification through the production of the pheromone ComS/XIP (feedback loop) are the key factors determining the bimodal activation of natural competence in *S. salivarius*. Notably, we revealed the direct transcriptional repression of *comR* by the CovRS system, a TCS controlling virulence in pathogenic streptococci and reported here for the first time as a key player in competence regulation.

Altogether, those data suggest a new model for the salivarius group where CovRS fine-tunes the amount of ComR which plays a pivotal role in bimodal competence activation (Fig. 8). Particularly, our results suggest two nonexclusive mechanisms that could be at work to explain bimodality in ComRS streptococci: an increase of ComR that would result in the following: (i) a Gaussian distribution of ComR levels, with a subfraction of the population producing enough ComR to exceed the critical concentration threshold that activates competence; and (ii) a decrease of the ComS threshold necessary for nonlinear activation, ultimately generating bimodality from ComS noisy concentration amplification. These mechanisms might be extended to other species and explain why bimodality can be observed only in complex media upon BlpRH activation in S. mutans. Indeed, transcriptomics data indicated that BlpRH is able to upregulate ComR only in complex media in this species (10, 14). Those results suggest that, similarly to the salivarius group, an increase of ComR concentration could account for bimodality. Besides, the control of ComR levels by CovRS in *S. salivarius* mirrors the control of ComRS by BlpRH in S. mutans. The first one is known as an environmental sensor, while the second is a pheromone communication device. The use of differing distal regulators in both species is probably linked to their distinct lifestyles and specific needs to react toward different competence stimuli.

**FIG 8:**
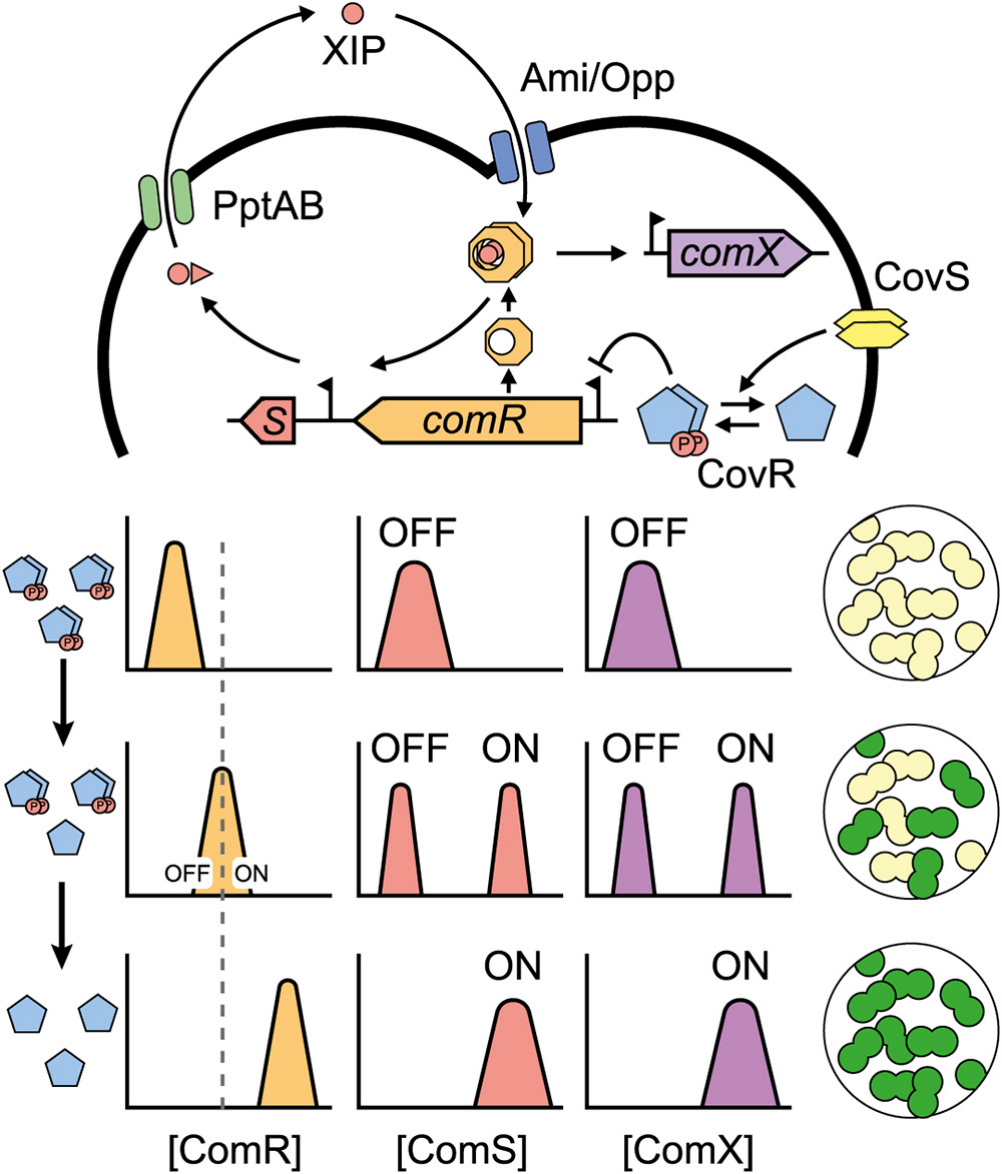
Model for competence bimodal activation in salivarius streptococci. The environmental sensor CovS interacts with CovR through its phosphatase/kinase activity to tune the phosphorylation state of CovR at position D53. Phosphorylated CovR will dimerize and bind P*_comR_* to repress *comR* transcription, while unphosphorylated CovR will not. Low levels of phosphorylated CovR will trigger an increase of ComR concentration to a level sufficient to launch the positive-feedback loop driven by *comS* (S). The loop will be activated in part of the population generating bimodality either because an increase of ComR concentration (i) will lower the ComS threshold necessary for activation and noise of ComS concentration will be amplified or (ii) will shift ComR distribution and noise of ComR concentration will be amplified. Both scenarios will lead to the emergence of two subpopulations (on/off) for *comX* and *comS* activation, but *comR* expression will remain unimodal.

In addition to a dissimilar distal control of ComRS, the pheromone-based induction system of competence behaves differently between *S. salivarius* and S. mutans. In this work, we have shown the necessity for a pheromone exporter (PptAB) and a peptide importer (Ami/Opp) for competence activation through ComR overproduction (Fig. 3). This suggests that the pheromone ComS must be exported, maturated, and reimported in order to generate a functional positive-feedback loop in *S. salivarius*. Conversely, PptAB does not seem to be essential for ComS export in S. mutans (42), and its Opp system was shown to be dispensable for bimodal activation, presumably because of nonmaturated ComS intracellular activity (11, 43). Furthermore, the pheromone overproduction does not trigger competence in *S. salivarius* (Fig. 1), in contrast with the S. mutans model (43). Those data underline the specific low sensitivity of the ComRS system toward subtle-to-mild ComS increase at native ComR levels in *S. salivarius*. This suggests that this species has evolved a negative player locking the entry into competence through ComS limitation, which is counterintuitive regarding the fact that ComRS is sensitive to the addition of low exogenous sXIP concentrations (Fig. 2D). A negative player such as a pheromone-specific peptidase described in other streptococci could explain this discrepancy (44, 45). While peptidase processive activity could impair the progressive intrinsic peptide production, exogenous sXIP addition would rapidly saturate the degradation apparatus.

To our knowledge, the inhibition of competence through CovRS has never been reported in streptococci. While transcriptomics data suggest a positive correlation between the standalone CovR and competence activation in S. mutans (46), no link between CovRS and competence was reported in GAS (group A streptococci) or GBS (group B streptococci), despite extensive transcriptomics analyses (29, 33, 47–49). Notably, we show that a natural mutation altering CovR function (i.e., CovR_D98E_) is associated with spontaneous transformation in salivarius streptococci while CovRS mutations generate hypervirulent strains in GAS (50). Analogously, natural mutations in competence repression systems of bacilli were previously reported to explain spontaneous transformation of specific isolates under laboratory conditions (51). Our mutagenesis results obtained with the nonphosphorylatable (D53A) and the phosphomimetic (D53E) alleles of CovR are in accordance with previous reports of GAS and GBS, showing an increase of transcriptional repression for the phosphorylated form of CovR (38, 52). As expected, the phosphatase mutant (T287A) of CovS showed a decrease in *comR* expression since more abundant CovR∼P is predicted. Whether CovS in GAS has mostly a phosphatase or kinase activity is still unclear (34, 53–55). In *S. salivarius*, we showed that a Δ*covS* mutant displays a strong *comR* repression (Fig. 4A), suggesting a high CovR∼P level and consequently the existence of alternative phosphorylation mechanism(s) (e.g., TCS cross talk or small phospho-donor molecules) as hypothesized for GAS and GBS (34, 56). While this implies that CovS has mostly a phosphatase role in our experimental conditions, the environmental trigger(s) of this activity remains challenging to discover. In GAS and GBS, the CovS triggering stimuli have been extensively studied. While CovS of GAS reacts to pH, human defensin LL-37, osmotic shock, amino acid starvation, temperature, and iron starvation (31, 33, 57, 58), the GBS CovS has been reported to react only to pH and glucose availability (59, 60). Environmental trigger identification performed in this work confirmed previous data (39), suggesting a pH dependency of the CovRS activity in the salivarius group (Fig. S6). However, we were unable to generate a response for the stimuli reported in GAS (Fig. S6). Because competence activation is extremely species specific and depends on the bacterial lifestyle (3), it is not surprising to find that commensals belonging to the salivarius group do not respond to the same stimuli as GAS/GBS pathogens.

10.1128/mBio.03125-21.6 FIG S6 CovRS triggering conditions. (A) Investigations of putative environmental triggers of P*_comR_* activation by CovR. We compared the P*_comR_-luxAB* reporter strain (WT) and the mutant strain impaired for its CovRS pathway (*covR*_D53A_, P*_comR_-luxAB*). Fold changes for each condition were calculated by dividing values of maximum specific luciferase activity (RLU/OD_600_) obtained for stimulus induction with noninduced mock values (BCAA, branched chained amino acid). For details on stimulus features, see Materials and Methods. (B) Influence of pH on P*_comR_* activation by CovR. Maximum specific luciferase activity (RLU/OD_600_) of P*_comR_-luxAB* fusion in WT compared to the *covR*_D53A_ mutant at various initial pHs (buffered CDM). Mean values of technical triplicates ± standard deviations are shown. In panel A, a statistical *t* test was performed for each condition compared to their relative mock values (*, *P* < 0.05). Download FIG S6, PDF file, 0.5 MB. Copyright © 2022 Knoops et al. 2022 Knoops et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

This study of the molecular mechanisms hidden behind competence bimodal activation in *S. salivarius* helps us to understand how bacteria can integrate external stimuli and translate them into a quantitative subpopulation activation. This collective survival strategy is of major importance for subsisting in highly competitive environments such as the human digestive tract, and studying it broadens our understanding of its dynamics in bacterial communities.

## MATERIALS AND METHODS

### Bacterial strains, plasmids, and oligonucleotides.

Bacterial strains, plasmids, and oligonucleotides used in this study are listed and described in the supplemental material (see Tables S3A to S3C in the supplemental material).

10.1128/mBio.03125-21.9 TABLE S3 List of bacterial strains (A), plasmids (B), and oligonucleotides (C) used in this study. Download Table S3, PDF file, 0.3 MB. Copyright © 2022 Knoops et al. 2022 Knoops et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Growth conditions.

S. salivarius HSISS4 (61), S. thermophilus LMG 18311, and S. thermophilus LMD-9 derivatives were grown at 37°C without shaking in M17 (Difco Laboratories, Detroit, MI) or in chemically defined medium (CDM) (62) supplemented with 1% (wt/vol) glucose (M17G or CDMG, respectively). Escherichia coli TOP10 (Invitrogen) was cultivated with shaking at 37°C in LB (lysogeny broth). Chromosomal genetic constructions were introduced in *S. salivarius* and S. thermophilus via natural transformation (40). Electrotransformation of E. coli was performed as previously described (63). We added d-xylose (0.1% to 1% [wt/vol]), isopropyl-β-d-thiogalactopyranoside (IPTG) (1 mM), ampicillin (250 μg/ml), spectinomycin (200 μg/ml), chloramphenicol (5 μg/ml), erythromycin (10 μg/ml), and kanamycin (500 μg/ml) as required. The synthetic peptide XIP (sXIP, LPYFAGCL, purity of 95%), was supplied by Peptide 2.0 Inc. (Chantilly, VA) and resuspended in water. Solid plates inoculated with streptococcal cells were incubated anaerobically (BBL GasPak systems, Becton Dickinson, Franklin Lakes, NJ) at 37°C. When stated, the peptide LL-37 supplied by Proteogenix (Schiltigheim, France) (1 μM, purity of 95%), NaCl (300 mM), sorbitol (7% vol/vol), H_2_O_2_ (0.01% vol/vol), or branched-chain amino acids (valine, leucine, and isoleucine at final concentrations of 7.5 mM, 9.7 mM and 4.3 mM, respectively) were added as supplements to CDMG. A metal depletion solution was prepared by adding all the CDM components except MgCl_2_ · (H_2_O)_6_, CaCl_2_ · (H_2_O)_4_ and Mn(II)SO_4_ · H_2_O.

### Competence induction, donor DNA, and validation of mutants.

To induce competence, overnight CDMG precultures were diluted to a final optical density at 600 nm (OD_600_) of 0.05 in 500 μl of fresh CDMG and incubated at 37°C for 100 min. Then, the pheromone sXIP and DNA (overlapping PCR products or plasmids) were added, and the cells were incubated for 3 h at 37°C before plating on M17G agar supplemented with antibiotics when required. All the details used to generate overlapping PCR for the construction of mutants reported below are available in Table S4 in the supplemental material. The integrity of all the constructed mutants was validated by Sanger DNA sequencing.

10.1128/mBio.03125-21.10 TABLE S4 List of (overlapping) PCR fragments, synthetic DNA constructs, and EMSA probes. Download Table S4, PDF file, 0.2 MB. Copyright © 2022 Knoops et al. 2022 Knoops et al. https://creativecommons.org/licenses/by/4.0/ This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Construction of deletion mutants.

Null mutants were constructed by exchanging (double homologous recombination) the coding sequences (CDS) of target genes (sequence between start and stop codons) for either chloramphenicol or erythromycin resistance cassette (*cat* or *erm*). If stated, the *lox* site flanked resistance cassette was excised from mutants using the Cre-*lox* system as previously described (40). Integration of the antibiotic resistance cassette at the right location was subsequently checked by PCR.

### Construction of overexpression mutants and reporter systems.

Gene overexpression systems were designed by ATG fusion either to a mild xylose-inducible promoter (P*_xyl2_*, associated with the *xylR* regulator gene), to a strong constitutive promoter (P_32_) or to a strongly locked Streptococcus pneumoniae improved version of an IPTG-inducible promoter (P*_lac_*, associated with a P*_F6_-lacI* repressor [41]). Those constructs were linked to a *cat* cassette and integrated at the permissive tRNA serine locus (*HSISS4_r00062* for HSISS4 and *STER_t1568* for LMD-9) or fused to the native gene by double homologous recombination. To overexpress *comS* or *xip* fused to P*_xyl2_* associated with a *cat* cassette, we used the permissive locus *tnpII* (downstream of *HSISS4_01854*).

The competence promoters were fused to the *luxAB* or *gfp^+^* reporter gene and inserted with a spectinomycin resistance cassette (*spc*) at the permissive tRNA threonine locus (*HSISS4_r00061*) for strain HSISS4, at the *blp* locus (*stu_1673*) for strain LMG18311, or at the *suc* locus (*ster_1709*) for strain LMD-9 or directly downstream of *comR* by double homologous recombination. For green fluorescent protein (GFP) constructs P*_comX_-gfp^+^*, P*_xyl2_-gfp^+^*, and P*_comR_-gfp^+^*, a codon-optimized sequence for GFP was specifically designed for use with an optimized 5′-UTR sequence, in order to maximize translation efficiency and improve GFP expression (designed by MeKaGene, Belgium). Synthetic constructs were ordered as Gblocks at IDT (Leuven, Belgium). They were then joined to an antibiotic resistance cassette and homologous chromosomal regions via overlapping PCR. For CovR mutants, residue mutations in the protein sequence were introduced with nucleotide mismatch primers. A *cat* cassette and homologous genomic regions for double recombination were associated with the construction by overlapping PCR.

### Construction of CRISPRi conditional mutants.

For dCas9-mediated (Cas9 catalytic mutant) transcriptional inhibition of *covRS* and P_32_-*luxAB* (validation tool), *lacI* was amplified from plasmid pPEPY-P*_F6_*-*lacI* (41), Gibson assembled to HSISS4 recombination arms together with a *spc* cassette and inserted at the tRNA threonine locus by natural transformation. The same technique was used to transfer *dcas9* under the control of a P*_lac_* promoter (amplified from JWV102-P*_lac_*-*dcas9*_sp_ [41]) with a *cat* cassette into the tRNA serine locus. The two resistance cassettes were concomitantly excised as previously described (40), and a P*_comX_*-*luxAB* or P_32_-*luxAB* reporter system fused to *spc* were introduced into the *tnpII* locus. For *covR* inhibition, a P*_xyl2_-comR-cat* construct was introduced at the *suc* locus (upstream of *HSISS4_01641*), and both resistance cassettes at the *tnpII* and *suc* loci were excised. Finally, a constitutive promoter (P_3_) and a *dcas9* handle followed by an S. pyogenes terminator were amplified from plasmid pPEPX-P_3_-sgRNAluc (41), fused to a specific gRNA targeting P*_covR_*, and introduced with an *erm* cassette into a fifth permissive locus (*gor*, downstream of *HSISS4_00325*). Since P*_covR_* has no protospacer adjacent motif (PAM) sequences, we introduced a point mutation into the promoter (spacer between −35 and −10 boxes) to generate the NGG sequence necessary for dCas9 binding.

### Luciferase activity.

Overnight precultures were diluted to a final OD_600_ of 0.05. A volume of 300 μl of culture was transferred into the wells of a sterile covered white microplate with a transparent bottom (Greiner, Alphen a/d Rijn, The Netherlands). These culture samples were supplemented with d-xylose, IPTG, LL-37, NaCl, sorbitol, H_2_O_2_, or branched-chain amino acids (BCAA) if stated or further incubated for 100 min at 37°C before supplementation with sXIP (1 μM). Growth (OD_600_) and luciferase (Lux) activity (expressed in relative light units [RLU]) were monitored at 10-min intervals for 8 h in a Hidex Sense microplate reader (Hidex, Lemminkäisenkatu, Finland). Maximum specific Lux activity was obtained by dividing Lux activity by the OD_600_ over time and selecting the maximum value obtained. Biological or technical triplicates were then averaged. Statistical analyses of simple and multiple comparisons to the control mean were performed with *t* test (unilateral distribution, heteroscedastic) and one-way analysis of variance (ANOVA) with Dunnett’s test, respectively. For both, standard deviations and *P* values were calculated.

### CovR and ComR purification.

First, the PCR-amplified *covR*_WT_, *covR*_D53A_, and *covR*_D53E_ genes (from strains HSISS4, AK0011, and AK0012, respectively) were cloned into the pBAD-comR-ST vector (22). Because the DNA-binding domain of CovR is predicted at the C terminus, the StrepTag was placed at the N terminus by Gibson assembly, and the final construct was verified by DNA sequencing. The ComR-StrepTag or StrepTag-CovR recombinant proteins were overproduced in E. coli and purified in standard native conditions on Strep-Tactin agarose beads (IBA, Germany) as previously described (18).

### Electrophoretic mobility shift assays (EMSAs).

All double-stranded DNA fragments (150 bp) were obtained by PCR with genomic or synthetic DNA as the template. PCR was performed with either Cy3-labeled (at the 5′ end) and unlabeled oligonucleotides or forward Cy3-labeled and reverse Cy5-labeled primers for double fluorescence. Primers used are listed in Table S4. Typically, a gel shift reaction (20 μl) was performed in a binding buffer [20 mM Tris, 1 mM CaCl_2_, 1 mM dithiothreitol (DTT), 10 μg/ml poly(dI-dC), and 100 μg/ml bovine serum albumin (BSA), pH 7.5] (36) and contained 100 ng of labeled probe and 1.4 μM with 1.4 × serial dilutions of purified Strep-tagged CovR_WT/D53A/D53E_. The reaction mixture was incubated at 37°C for 5 min without the probe to get rid of any unspecific binding and for 10 min after adding the probe prior to the loading of the samples onto a native 4 to 20% gradient gel (iD polyacrylamice gel electrophoresis [PAGE] gel; Eurogentec, Belgium). The gel was run at 100 V for 100 min in MOPS buffer (50 mM Tris-base [pH 7.7], 50 mM morpholinepropanesulfonic acid [MOPS], 1 mM EDTA). DNA complexes were detected by fluorescence on an Ettan DIGE Imager (GE Healthcare, Waukesha, WI) with bandpass excitation filters of 540/25 nm (Cy3) or 635/30 nm (Cy5) and bandpass emission filters of 595/25 nm (Cy3) or nm 680/30 (Cy5). Gel fluorescence intensity quantification, background subtraction and normalization were performed with ImageQuant array (GE Healthcare). Those quantified intensities were then used to compute the percentage of bound probes with the formula PB=100−PU−bctrl×100 where *P_U_* stands for unbound probe, *b* stands for background, and ctrl stands for control (for the probe without CovR addition).

For experiments with restriction fragments of the *comR* promoter, P*_comR_* was PCR amplified using primers AK304-CY3 and AK326-CY5 and purified using ethanol extraction. The fragment was then digested with NsiI, PsiI, DraI, AseI, or PsiI-NsiI and purified overnight by ethanol extraction. One hundred nanograms of digested DNA was used for the experiment as previously described.

For the binding assay of CovR_WT_ to P*_comR_* from various streptococci, synthetic DNAs corresponding to P*_comR_* (150 bp) of three salivarius streptococci (*S. salivarius* HSISS4, S. thermophilus LMD-9, and *S. vestibularis* NTC1267) and one negative control (P*_dnaE_* from HSISS4) were ordered at IDT (Leuven, Belgium). Flanking sequences of 20 bp were chosen arbitrarily to amplify all the sequences with primers AK354-CY3 and AK355. Statistical analyses were performed as reported for luminescence assays.

### Immunoblotting.

Protein samples were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) on 12% acrylamide precast gel (iD PAGE Gel; Eurogentec) and washed in Tris-glycine-SDS solution (0.6% [wt/vol] Tris-HCl, 0.3% [wt/vol] glycine, 0.02% [wt/vol] SDS in 8:2 water-methanol solution) for 30 min. Gels were then blotted onto 0.2-μm nitrocellulose membrane with TransBlot Turbo transfer system (Bio-Rad) and subsequently blocked for 1 h with Tris-buffered saline (20 mM Tris base; 150 mM NaCl) containing 0.05% (vol/vol) Tween 20 (TBST) and 5% (wt/vol) dry milk (TBST-milk). The membranes were then incubated for an additional hour with the primary antibodies diluted in TBST-milk. The membranes were washed four times (5 min each) in TBST and incubated for 1 h with the secondary antibody diluted in TBST-milk. The membranes were finally washed again four times (5 min each) in TBST, revealed with Immobilon Western blotting chemoluminescence HRP substrate (Merck Millipore), and visualized with an Amersham Imager 600 (GE Healthcare). Rabbit antisera against ComR (anti-ComR) were used at a 1:5,000 dilution. Horseradish peroxidase (HRP)-conjugated anti-rabbit secondary antibody was used at a 1:20,000 dilution (Jackson ImmunoResearch, West Grove, PA). ComR amount was quantified and normalized using total protein stained with Coomassie blue using an Amersham Imager 600 (GE Healthcare).

### Microscopy.

CDMG overnight precultures were diluted in fresh CDMG at an OD_600_ of 0.05 and incubated at 37°C for 4 h. For CRISPRi depletion of CovRS, cells were incubated under the same conditions but were diluted at an OD_600_ of 0.01 and supplemented with 1 mM IPTG. Cells were then centrifuged, resuspended in fresh CDMG at an OD_600_ of 0.05 with d-xylose, and incubated for 2 h at 37°C. When stated, sXIP was added after 30 min of incubation. Cells were then centrifuged, resuspended in 50 μl of phosphate-buffered saline (PBS), and observed on agarose pads composed of 1% agarose and PBS buffer. For LMD-9 competence bimodality observation, competence nonpermissive M17G medium was used for overnight preculture. Cells were then diluted in fresh M17G at an OD_600_ of 0.05 with or without xylose induction (0.5%) and incubated for 4 h at 37°C. Cells were washed in fresh CDMG, diluted to an OD_600_ of 0.05 in CDMG, and incubated for 1 h at 37°C with or without xylose prior to microfluidic device loading (Cellulasic Onix2; Merck Millipore). The flow pressure was set at 10 kPa, and pictures were taken every 10 min. Images were obtained using an Axio I inverted microscope (Zeiss) equipped with a Plan-Apochromat objective (100 ×/1.46 oil differential interference contrast [DIC] M27) (Zeiss), a HXP 120 C lighting unit (Zeiss), and a C10600 ORCA-R2 camera (Hamamatsu). GFP fluorescence was detected with filter set 38 HE, displaying bandpass excitation 470/40 nm and bandpass emission 525/50 nm (Zeiss). Images were analyzed using ZenPro software (Zeiss) and MicrobeJ (64).

### Deep sequencing (RNA-seq) and data processing.

*S. salivarius* WT, *CovS*_T287A_, and *CovR*_D53E_ strains were precultured overnight in CDMG at 37°C. Precultures were then diluted at an OD_600_ of 0.05 in CDMG, incubated for 4 h at 37°C, and concentrated by centrifugation (2 min, 4,000 × *g*), and OD_600_ was measured. The strains were diluted again at an OD_600_ of 0.2 in 10 ml of CDMG, grown for 25 min, and the supernatants were discarded. The cell pellets were then frozen in liquid nitrogen. RNA was extracted the same day using the RNeasy plus bacteria kit (Qiagen) using the protocol provided by the manufacturer. Total RNA was checked for integrity with a RNA Nano chip (Agilent Technologies). rRNA depletion was performed on 2 μg total RNA with the Ribo-Zero rRNA removal kit for Gram-positive bacteria (Illumina) according to the manufacturer’s instructions. Total stranded mRNA libraries were prepped with the NEBNext Ultra Directional RNA Library Prep kit for Illumina (New England Biolabs). Library PCR was executed for 15 cycles. Quality of the libraries was evaluated with the use of a high-sensitivity DNA chip (Agilent Technologies), and concentrations were determined by quantitative PCR (qPCR) according to Illumina protocol. Libraries were pooled equimolarly for sequencing on a NextSeq 500 high-throughput run for generating 76-bp single reads. 2.3 pM of the library pool was loaded on the flow cell with a Phix spike-in of 5%. Sequenced mRNAs generated several million reads that were mapped on the *S. salivarius* HSISS4 chromosome and processed on the Galaxy server (usegalaxy.org) using the Bowtie2 algorithm to yield BAM files containing the read coordinates and Featurecount to count the number of reads per coding sequence (CDS). The data set was exported into an Excel file for further analyses. First, the data set was standardized to CDS-mapped reads per million overall reads. Then, we estimated a ratio of CDS-mapped reads in mutants versus WT.

### Data availability.

All RNA-seq data were deposited in the GEO database under accession number GSE158512.

# Supplementary material for: The CovRS Environmental Sensor Directly Controls the ComRS Signaling System To Orchestrate Competence Bimodality in Salivarius Streptococci
**Source:** mBio. 2022 Jan 4;13(1):e03125-21. doi: 10.1128/mbio.03125-21
**Supplement:** TABLE S1

Table S1. Annotation of TCSs from *S. salivarius* HSISS4

<i>S. salivarius</i> HSISS4 ^a			<i>S. thermophilus</i> LMD-9	<i>S. pneumoniae</i> R6	<i>S. pyogenes</i> M1	<i>S. mutans</i> UA159
Locus_tag	Gene name	Product	Locus_tag / gene name<br>%QC / %Id ^b	Locus_tag / gene name<br>%QC / %Id	Locus_tag / gene name<br>%QC / %Id	Locus_tag / gene name<br>%QC / %Id
HSISS4_00246	<i>covR</i>	RR CovR	STER_RS01725 / <i>rr01</i><br>100 / 96	SPR_RS01745 / <i>csrR</i><br>100 / 48	SPY_RS01535 / <i>csrR</i><br>100 / 82	SMU_RS08745 / <i>gcrR</i><br>99 / 78
HSISS4_00247	<i>covS</i>	HK CovS	STER_RS01730 / <i>hk01</i><br>96 / 89	ND ^d	SPY_RS01540 / <i>csrS</i><br>95 / 43	ND
HSISS4_01097	<i>ciaR</i>	RR CiaR	ψ^e	SPR_RS03560 / <i>ciaR</i><br>99 / 87	SPY_RS05180 / <i>ciaR</i><br>100 / 84	SMU_RS05200 / <i>ciaR</i><br>100 / 86
HSISS4_01096	<i>ciaH</i>	HK CiaH	ψ	SPR_RS03565 / <i>ciaH</i><br>99 / 48	SPY_RS05175 / <i>ciaH</i><br>98 / 52	SMU_RS05195 / <i>ciaH</i><br>97 / 54
HSISS4_01036	<i>spaR</i>	RR	STER_RS04580 / <i>rr04</i><br>100 / 86	SPR_RS09650 / <i>pnpR</i><br>99 / 31	SPY_RS04515 / <i>strR</i><br>99 / 37	SMU_RS03120 / <i>spaR</i><br>100 / 58
HSISS4_01035	<i>spaK</i>	HK	STER_RS04585 / <i>hk04</i><br>100 / 85	SPR_RS00420 / <i>pnpS</i><br>65 / 25	SPY_RS04520 / <i>strK</i><br>73 / 29	SMU_RS03125 / <i>spaK</i><br>90 / 48
HSISS4_00836	<i>vicR</i>	RR vicR	STER_RS05520 / <i>rr05</i><br>100 / 95	SPR_RS05525 / <i>vicR</i><br>99 / 80	SPY_RS02235 / <i>vicR</i><br>100 / 84	SMU_RS06885 / <i>vicR</i><br>100 / 83
HSISS4_00837	<i>vicK</i>	HK vicK	STER_RS05515 / <i>hk05</i><br>100 / 92	SPR_RS05520 / <i>vicK</i><br>90 / 72	SPY_RS02240 / <i>vicK</i><br>93 / 74	SMU_RS06880 / <i>vicK</i><br>92 / 74
HSISS4_01178	<i>hk06</i>	HK	STER_RS06365 / <i>hk06</i><br>100 / 85	SPR_RS09115 / <i>hk11</i><br>98 / 35	ND	SMU_RS07025 / <i>hk12</i><br>99 / 57
HSISS4_01177	<i>rr06</i>	RR	STER_RS06360 / <i>rr06</i><br>100 / 94	SPR_RS09110 / <i>rr11</i><br>100 / 68	ND	SMU_RS07020 / <i>rr12</i><br>99 / 74
HSISS4_01193	<i>rr07</i>	RR	STER_RS06460 / <i>rr07</i><br>100 / 98	SPR_RS07330 / <i>rr01</i><br>100 / 85	ND	SMU_RS04640 / <i>rr08</i><br>100 / 46
HSISS4_01192	<i>hk07</i>	HK	STER_RS06455 / <i>hk07</i><br>100 / 88	SPR_RS07325 / <i>hk01</i><br>81 / 65	ND	SMU_RS04645 / <i>hk08</i><br>79 / 33
HSISS4_01345	<i>liaS</i>	HK LiaS	ψ	SPR_RS01780 / <i>hk03</i><br>91 / 48	SPY_RS06770 / <i>liaS</i><br>99 / 51	SMU_RS02335 / <i>hk11</i><br>91 / 57
HSISS4_01344	<i>liaR</i>	RR LiaR	STER_RS06830 / <i>rr08</i><br>100 / 99	SPR_RS01785 / <i>rr03</i><br>99 / 71	SPY_RS06765 / <i>liar</i><br>99 / 84	SMU_RS02340 / <i>rr11</i><br>99 / 84
HSISS4_00378	<i>rr09</i>	RR	STER_RS08080 / <i>rr09</i><br>97 / 36	SPR_RS02375 / <i>rr13</i><br>99 / 48	ND	SMU_RS08710 / <i>comE</i><br>99 / 51

HSISS4_00379	<i>hk09</i>	HK	STER_RS08085 / <i>hk09</i><br>95 / 30	SPR_RS02380 / <i>hk13</i><br>96 / 33	SPY_RS06655 / <i>hk</i><br>84 / 26	SMU_RS08705 / <i>comD</i><br>92 / 38
HSISS4_00352	<i>rr10</i>	RR	ND	ND	SPY_RS03640 / <i>sptR</i><br>99 / 60	SMU_RS04280 / <i>rr04</i><br>100 / 60
HSISS4_00353	<i>hk10</i>	HK	ND	ND	SPY_RS03645 / <i>sptS</i><br>100 / 56	SMU_RS04285 / <i>hk04</i><br>100 / 53
HSISS4_01248	<i>vncR</i>	RR VncR	ND	SPR_RS02675 / <i>vncR</i><br>100 / 71	SPY_RS08395 / <i>irr</i><br>99 / 38	ND
HSISS4_01247	<i>vncS</i>	HK VncS	ND	SPR_RS02680 / <i>vncS</i><br>99 / 53	SPY_RS08390 / <i>ihk</i><br>96 / 26	ND
HSISS4_01715	<i>fasA</i>	RR	ND	ND	SPY_RS01155 / <i>fasA</i><br>99 / 56	ND
HSISS4_01716	<i>fasB</i>	HK	ND	ND	SPY_RS01150 / <i>fasB</i><br>98 / 25	ND
HSISS4_01231	<i>rr13</i>	RR	ND	SPR_RS10180 / <i>rr06</i> /<br>87 / 33	ND	SMU_RS04780 / <i>rr07</i><br>100 / 74
HSISS4_01230	<i>hk13</i>	HK	ND	SPR_RS10175 / <i>hk06</i><br>72 / 25	ND	SMU_RS04775 / <i>hk07</i><br>91 / 69
HSISS4_01447	<i>rr14</i>	RR	ND	SPR_RS10400 / <i>comE</i> /<br>96 / 33	ND	ND
HSISS4_01446	<i>hk14</i>	HK	ND	SPR_RS10405 / <i>comD</i> /<br>56 / 31	ND	ND

^aThe TCS number 01 to 09 assigned to *S. salivarius* HSISS4 was based on previous TCS annotation from *S. thermophilus* LMD-9 (1). TCS annotation is based on gene names assigned to orthologous systems in *S. pneumoniae* R6 (2), *S. pyogenes* M1 (3), and *S. mutans* UA159 (4)

^b%QC, percentage of query covering, %Id, percentage of identity.

^cΨ, pseudogene.

^dND, not detected.

REFERENCES

1. Thevenard B, Rasoava N, Fourcassié P, Monnet V, Boyaval P, Rul F. 2011. Characterization of *Streptococcus thermophilus* two-component systems: In silico analysis, functional analysis and expression of response regulator genes in pure or mixed culture with its yogurt partner, *Lactobacillus delbrueckii* subsp. *bulgaricus*. *Int J Food Microbiol* 151:171–181.
2. Throup JP, Koretke KK, Bryant AP, Ingraham KA, Chalker AF, Yigong G, Marra A, Wallis NG, Brown JR, Holmes DJ, Rosenberg M, Burnham MKR. 2000. A genomic analysis of two-component signal transduction in *Streptococcus pneumoniae*. *Mol Microbiol* 35:566–576.
3. Buckley SJ, Timms P, Davies MR, McMillan DJ. 2018. In silico characterisation of the two-component system regulators of *Streptococcus pyogenes*. *PLoS One* 13:e0199163.
4. Lévesque CM, Mair RW, Perry JA, Lau PCY, Li YH, Cvitkovitch DG. 2007. Systemic inactivation and phenotypic characterization of two-component systems in expression of *Streptococcus mutans* virulence properties. *Lett Appl Microbiol* 45:398–404.

# Supplementary material for: The CovRS Environmental Sensor Directly Controls the ComRS Signaling System To Orchestrate Competence Bimodality in Salivarius Streptococci
**Source:** mBio. 2022 Jan 4;13(1):e03125-21. doi: 10.1128/mbio.03125-21
**Supplement:** TABLE S2

Table S2. Down-regulated genes in CovS_{T287A} and CovR_{D53E} mutants belonging to the ComR regulon

Locus tag	Strand	Gene	Description	Regulon<br>ComR ^a	Regulon<br>ComX ^b	Normalized<br>ratio ^c	Normalized<br>ratio ^c	ComR/X<br>box ^d
				$\frac{\Delta comR}{WT}$	$\frac{\Delta comX}{WT}$	$\frac{T287A}{WT}$	$\frac{D53E}{WT}$	
HSISS4_00217	+	<i>comR</i>	Pheromone-responsive transcriptional regulator ComR			0.47	0.52	
Core regulon of ComR								
Locus <i>comX</i>								
HSISS4_00102	+	<i>comX</i>	Competence-specific sigma factor ComX	+		0.32	0.63	ComR
Locus 00176-00180								
HSISS4_00176	+	<i>pncB</i>	ABC transporter, ATP-binding protein	+		0.12	0.07	ComR
HSISS4_00177	+		ABC transporter permease protein	+		0.11	0.09	
HSISS4_00178	+		Nicotinate phosphoribosyltransferase	+		0.75	1.49	
HSISS4_00179	+		NAD synthetase	+		0.81	1.43	
HSISS4_00180	+		Transporter	+		0.46	1.57	
Locus <i>comA</i>								
HSISS4_00218	+	<i>comA</i>	Bacteriocin ABC transporter	+		0.04	0.03	ComR
Locus <i>bacteriocin BlpK</i>								
HSISS4_01581	-	<i>blpI</i>	Immunity protein	+		0.45	0.43	ComR
HSISS4_01582	-		hypothetical protein	+		0.11	0.32	
HSISS4_01584	-		Biogenesis protein DsbD, protein-disulfide reductase	+		0.09	0.07	
HSISS4_01585	-		hypothetical protein	+		0.19	0.04	
HSISS4_01586	-	<i>blpK</i>	Bacteriocin BlpU	+		0.07	0.07	
Locus <i>bacteriocin SlvV</i>								
HSISS4_01594	-	<i>slvV</i>	putative bacteriocin SlvV	+		0.08	0.12	ComR

Locus bacteriocin SlvW

HSISS4_01647	-	<i>comEB</i>	dCMP deaminase/Late competence protein ComEB	+		0.89	0.98	ComR
HSISS4_01648	-	<i>pepP</i>	Aminopeptidase YpdF (MP-, MA-, MS-, AP-, NP- specific)	+		0.88	1.18	
HSISS4_01649	-		hypothetical protein	+		0.12	0.14	
HSISS4_01650	-		peptide ABC transporter ATP binding protein	+		0.19	0.24	
HSISS4_01651	-	<i>blpG</i>	hypothetical protein	+		0.14	0.12	
HSISS4_01652	-		hypothetical protein	+		0.08	0.41	
HSISS4_01653	-	<i>slvW</i>	putative bacteriocin SlvW	+		0.10	0.39	

Locus bacteriocin SlvX

HSISS4_01664	-		hypothetical protein	+		0.11	0.06	ComR
HSISS4_01665	-	<i>slvX</i>	putative bacteriocin SlvX	+		0.04	0.05	

Locus bacteriocin SlvYZ

HSISS4_01742	+	<i>slvY</i>	putative bacteriocin SlvY	+		0.12	0.10	ComR
HSISS4_01743	+	<i>slvZ</i>	putative bacteriocin SlvZ	+		0.09	0.17	
HSISS4_01744	+		hypothetical protein	+		0.11	0.12	

Accessory regulon of ComR

Core regulon of ComX

HSISS4_00029	-	<i>cbpD1</i>	putative peptidoglycan hydrolase	+	+	0.44	0.34	ComX
HSISS4_00295	+	<i>comFA</i>	Late competence protein ComFA, DNA transporter ATPase	+	+	0.31	0.35	ComX
HSISS4_00296	+	<i>comFC</i>	Late competence protein ComFC, phosphoribosyltransferase domain	+	+	0.30	0.21	
HSISS4_00676	-	<i>pilD</i>	Late competence protein ComC, processing protease	+	+	0.36	0.78	ComX
HSISS4_01041	-	<i>dprA</i>	DNA recombination-mediator protein A	+	+	0.46	0.63	ComX
HSISS4_01377	-	<i>radC</i>	DNA repair protein RadC	+	+	0.43	0.36	ComX
HSISS4_01466	-	<i>comEC</i>	Late competence protein ComEC, DNA transport	+	+	0.30	0.20	

HSISS4_01467	-	<i>comEA</i>	Late competence protein ComEA, DNA receptor	+	+	0.35	0.20	ComX
HSISS4_01746	-	<i>ssbA</i>	ssDNA binding protein	+	+	0.29	0.22	ComX
HSISS4_01759	-	<i>ackA</i>	Acetate kinase	+	+	1.43	1.81	
HSISS4_01760	-		Adenine-specific methyltransferase	+	+	0.79	1.33	
HSISS4_01761	-	<i>comGG</i>	Late competence protein ComGG	+	+	0.33	0.49	
HSISS4_01762	-	<i>comGF</i>	Late competence protein ComGF, access of DNA to ComEA	+	+	0.24	0.18	
HSISS4_01763	-	<i>comGE</i>	Late competence protein ComGE	+	+	0.32	0.18	
HSISS4_01764	-	<i>comGD</i>	Late competence protein ComGD, access of DNA to ComEA	+	+	0.29	0.20	
HSISS4_01765	-	<i>comGC</i>	Late competence protein ComGC, access of DNA to ComEA	+	+	0.29	0.26	
HSISS4_01766	-	<i>comGB</i>	Late competence protein ComGB, access of DNA to ComEA	+	+	0.27	0.18	
HSISS4_01767	-	<i>comGA</i>	Late competence protein ComGA, access of DNA to ComEA	+	+	0.17	0.06	
Others - regulon ComX								
HSISS4_00633	+		bacterial seryl-tRNA synthetase related	+	+	0.92	2.35	
HSISS4_00661	+		hypothetical protein	+	+	0.77	0.70	
HSISS4_00746	-		hypothetical protein	+	+	0.62	1.84	
HSISS4_00747	-		Polyphosphate(polyP) polymerase domain protein	+	+	0.55	2.03	
HSISS4_00855	+	<i>mur1B</i>	N-acetylmuramoyl-L-alanine amidase	+	+	0.69	0.37	
HSISS4_01277	+		Choline binding protein A	+	+	0.42	0.91	
HSISS4_01524	-		YoeB toxin protein	+	+	0.89	2.40	
HSISS4_01525	-		YefM protein (antitoxin to YoeB)	+	+	0.37	2.05	
Others - regulon ComR								
HSISS4_00104	+		hypothetical protein	+		0.16	0.05	

HSISS4_00301	-	<i>recX</i>	Regulatory protein recX	+	0.25	1.82
HSISS4_00697	+	<i>citB</i>	Aconitate hydratase	+	1.62	0.89
HSISS4_00698	+	<i>gltA</i>	Citrate synthase	+	1.74	0.88

^a Down-regulated genes (red, ≥ 5 -fold) in the $\Delta comR$ mutant ($\Delta comR/WT$) that were previously reported (1). + denotes activation by ComR.

^b Down-regulated genes (red, ≥ 5 -fold) in the $\Delta comX$ mutant ($\Delta comX/WT$) that are belonging to the ComR regulon (1). + denotes activation by ComX.

^c Ratio of normalized CovS_{T287A} reads vs normalized reads of WT (T287A/WT) or CovR_{D53E} vs WT (D53E/WT). Red, down-regulation > 5 -fold, dark pink, between 2 and 5-fold, and light pink, between 1.5 and 2-fold.

^d Mapping of upstream ComR (R)- and ComX (X)-boxes. Blue denotes genes belonging to the core regulon of ComR (8 loci) (1). Yellow denotes genes belonging to the core regulon of ComX that are indirectly controlled by ComR.

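Counted in these fold classes, the 55 genes listed besides *comR* included genes that were not lower. In CovS_T287A_, 20 were more than 5-fold lower, 21 were 2- to 5-fold lower and 2 were 1.5- to 2-fold lower, with 10 within 1.5-fold and 2 higher by 1.5-fold or more. In CovR_D53E_, these numbers were 21, 14, 2, 10 and 8. The ComR core regulon had 18 genes more than 5-fold lower in CovS_T287A_ and 14 in CovR_D53E_. Higher in CovS_T287A_ were *citB* (aconitate hydratase, 1.62) and *gltA* (citrate synthase, 1.74), at 0.887 and 0.878 in CovR_D53E_. Of the 12 genes outside the ComR and ComX cores, 4 were at least 2-fold lower and 0 higher in CovS_T287A_, and 2 lower and 4 higher in CovR_D53E_. These numbers depend on processing: with TMM, 1 (*gltA*) was higher in CovS_T287A_, and without the 10 most read genes 2 were higher in CovR_D53E_, HSISS4_00747 and HSISS4_01525 being less than 2-fold. In a setting chosen after seeing the data, the WT excess of weakly expressed CDSs was taken off WT. Then 3 were lower and 4 higher in CovS_T287A_, and 1 lower and 6 higher in CovR_D53E_. The 4 include HSISS4_00746 and HSISS4_00747, at 0.625 and 0.547 of WT as counted. Such rises can come from the subtraction, which can bring WT of weakly expressed CDSs down to 3 reads. Of the ComX core genes, this setting left 2 of 16 at least 2-fold lower in CovS_T287A_. The toxin and antitoxin genes HSISS4_01524 and HSISS4_01525 were at 2.40 and 2.05 of WT in CovR_D53E_, against 0.891 and 0.369 in CovS_T287A_. The ratios come from single libraries and carry no error between cultures.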

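Genes of the same ComR core locus differed in ratio. In the BlpK locus, the immunity gene *blpI* (1777995 to 1778291) was at 0.446 (95% counting interval 0.424 to 0.469) of WT in CovS_T287A_ and at 0.428 (0.406 to 0.450) in CovR_D53E_, and the other genes of the locus had lower ratios. The deposited table counts 3 hypothetical CDSs in this locus that Table S2 does not list, HSISS4_11582, HSISS4_11583 and HSISS4_11584, with ratios of 0.116, 0.0765 and 0.183 in CovS_T287A_ and 0.0419, 0.0662 and 0.0644 in CovR_D53E_. In the SlvW locus, *slvW* was at 0.0953 (0.0733 to 0.122) in CovS_T287A_ and 0.395 (0.342 to 0.454) in CovR_D53E_, and its neighbor HSISS4_01652 at 0.0837 and 0.412. The *slvV* gene was at 0.0778 and 0.120. Downstream of HSISS4_00177, the transporter gene HSISS4_00180 was at 0.458 (0.441 to 0.476) in CovS_T287A_ and 1.57 (1.53 to 1.61) in CovR_D53E_. Differences between the mutants were not tested.

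**Figure D4:**
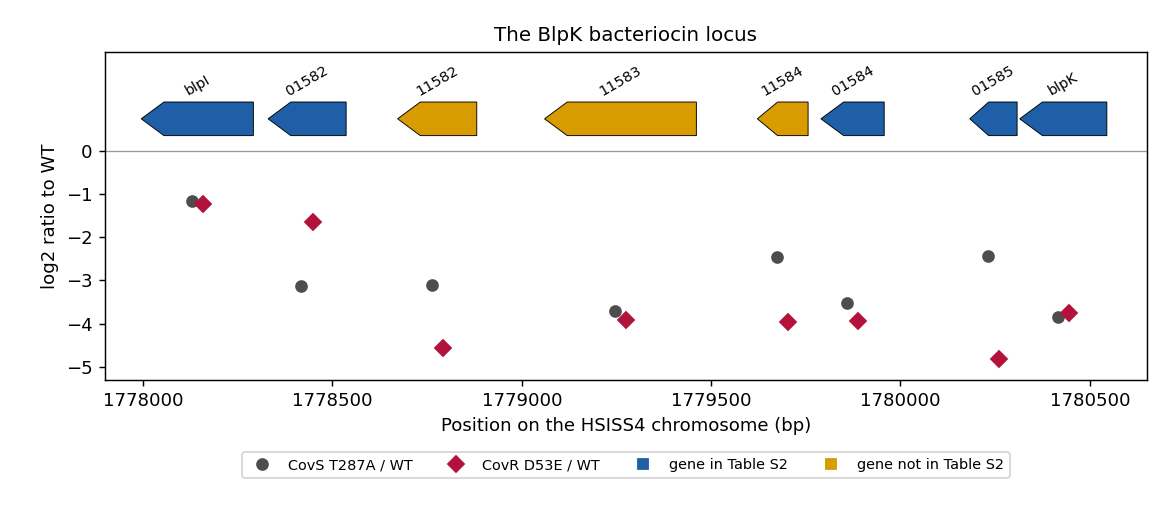
Map of the BlpK locus with the log2 ratio of each CDS in both mutants, with genes in Table S2 and the 3 CDSs outside it in different colors. The *blpI* gene stands highest, at -1.16 in CovS_T287A_ and -1.23 in CovR_D53E_.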

REFERENCE

1. Mignolet J, Fontaine L, Sass A, Nannan C, Mahillon J, Coenye T, Hols P. 2018. Circuitry Rewiring Directly Couples Competence to Predation in the Gut Dweller *Streptococcus salivarius*. *Cell Rep* 22:1627–1638.

# Supplementary material for: The CovRS Environmental Sensor Directly Controls the ComRS Signaling System To Orchestrate Competence Bimodality in Salivarius Streptococci
**Source:** mBio. 2022 Jan 4;13(1):e03125-21. doi: 10.1128/mbio.03125-21
**Supplement:** FIG S4

A

Ssa HSISS4 TGT T A A A A T G C A T T A A C T G T A T A T T A A T T A T A T A A T A T C A T A T A A T G T T T T
A C A A T T T T T A C G T A A T T G A C A T A T A A T T A A T A T A A T T A A T A C T A T A T T A C A A A A

Sth LMG18311 TGT T A A A A A A G C A T T A A C T G T A T A T T A A A T A T A T T A C A A T T G T G A T A T A A T A T T T T
A C A A T T T T T T C G T A A T T G A C A T A T A A T T T A T A A T G T T A A C A C T A T A T T A T A A A A

Sth LMD-9 TGT T A A A A A A A T A A T T A A C T A T A T A T T A A A T A T A T T A C A A T T G T G A T A T A A T A T T T T
A C A A T T T T T T A T T A A T T G A T A T A T A A T T T A T A A T G T T A A C A C T A T A T T A T A A A A

Sve NCTC12167 TGT T A A A A T C G T A T C A A C T G C A T A T T A A A T A T A T T A C A A T T G T G A T A T A A T G A T T T
A C A A T T T T A G C A T A G T T G A C G T A T A A T T T A T A A T G T T A A C A C T A T A T T A C T A A A
***** ** ***** ***** ***** ***** *****

CovR-binding site

ATTARA =
ATTAAA or ATTAGA

6/6 all

5/6 (with TT)

4/6 (with ATT)

B

	10	20	30	40	50
<i>Ssa</i> HSISS4	MSKRILIVED	EKNLARFVSL	ELQHEGYDVV	TADNGREGLE	MALEKDFDLI
<i>Sth</i> LMG18311	MSKRILIVED	ERNLARFVSL	ELQHEGYDVV	TADNGREGLE	MALEKDFDLI
<i>Sth</i> LMD9	MSKRILIVED	ERNLARFVSL	ELQHEGYDVV	TADNGREGLE	MALEKDFDLI
<i>Sve</i> NCTC12167	MSKRILIVED	ERNLARFVSL	ELQHEGYDVV	TADNGREGLE	MALEKDFDLI
Consistency	*****	*8*****	*****	*****	*****

	60	70	80	90	100
<i>Ssa</i> HSISS4	LLDLMLPEMD	GFEVTRRLQQ	EKDTYIMMMT	ARDSIMDIVA	GLDRGADDYI
<i>Sth</i> LMG18311	LLDLMLPEMD	GFEVTRRLQQ	EKDTYIMMMT	ARDSIMDIVA	GLDRGADDYI
<i>Sth</i> LMD9	LLDLMLPEMD	GFEVTRRLQQ	EKDTYIMMMT	ARDSIMDIVA	GLDRGADDYI
<i>Sve</i> NCTC12167	LLDLMLPEMD	GFEVTRRLQQ	EKNTYIMMMT	ARDSIMDIVA	GLDRGADDYI
Consistency	*****	*****	**7*****	*****	*****8**

	110	120	130	140	150
<i>Ssa</i> HSISS4	VKPFAIEELL	ARIRATFRRQ	DIEAAKNAPA	KASTYRDLKL	DVQNRTVVVG
<i>Sth</i> LMG18311	IKPFAIEELL	ARIRATFRRQ	DIEATKKAPA	KASTYRDLKL	DVQNRADVVG
<i>Sth</i> LMD9	IKPFAIEELL	ARIRATFRRQ	DIEATKKAPA	KASTYRDLKL	DVQNRADVVG
<i>Sve</i> NCTC12167	VKPFAIEELL	ARIRATFRRQ	DIEATKNAPA	KASTYRDLKL	DVQNRADVVG
Consistency	9*****	*****	****7*6***	*****	*****7****

	160	170	180	190	200
<i>Ssa</i> HSISS4	DEAIP LTKRE	FDLLNTLLSN	MNQVMTREEL	LLQVWKYDDA	IETNVVDVYI
<i>Sth</i> LMG18311	DEVIPLTKRE	FDLLNTLLSN	MNQVMTREEL	LLQVWKYDDV	IETNVVDVYI
<i>Sth</i> LMD9	DEVIPLTKRE	FDLLNTLLSN	MNQVMTREEL	LLQVWKYDDV	IETNVVDVYI
<i>Sve</i> NCTC12167	DEAIP LTKRE	FDLLNTLLSN	MNQVMTREEL	LLQVWKYDDV	IETNVVDVYI
Consistency	**6*****	*****	*****	*****7	*****

	210	220
<i>Ssa</i> HSISS4	RYLRGKIDVP	GKESYIQTVR
<i>Sth</i> LMG18311	RYLRGKIDIP	GKESYIQTVR
<i>Sth</i> LMD9	RYLRGKIDIP	GKESYIQTVR
<i>Sve</i> NCTC12167	RYLRGKIDIP	GKESYIQTVR
Consistency	*****9*	*****7

Unconserved 012345678910 Conserved

# Supplementary material for: The CovRS Environmental Sensor Directly Controls the ComRS Signaling System To Orchestrate Competence Bimodality in Salivarius Streptococci
**Source:** mBio. 2022 Jan 4;13(1):e03125-21. doi: 10.1128/mbio.03125-21
**Supplement:** TABLE S3

**Table S3A. List of bacterial strains used in this study**

| Strain                                   | Characteristics                                                                                                                                                                                                                                   | Reference/source |
|------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------|
| <b><i>Escherichia coli</i></b>           |                                                                                                                                                                                                                                                   |                  |
| TOP10                                    | <i>mcrA</i> , $\Delta(mrr-hsdRMS-mcrBC)$ ,<br>Phi80 <i>lacZ(del)M15</i> , $\Delta lacX74$ , <i>deoR</i> , <i>recA1</i> ,<br><i>araD139</i> , $\Delta(ara-leu)7697$ , <i>galU</i> , <i>galK</i> ,<br><i>rpsL(SmR)</i> , <i>endA1</i> , <i>nupG</i> | Invitrogen, CA   |
| <b><i>Streptococcus thermophilus</i></b> |                                                                                                                                                                                                                                                   |                  |
| LMG 18311                                | Wild-type milky product isolate                                                                                                                                                                                                                   | BCCM             |
| LMD-9                                    | Wild-type milky product isolate                                                                                                                                                                                                                   | ATCC             |
| LF146                                    | LMG18311 ( <i>blpU-blpX</i> ):: <i>P<sub>comR</sub>-luxAB</i>                                                                                                                                                                                     | (1)              |
| LF150                                    | LMG18311 ( <i>blpU-blpX</i> ):: <i>P<sub>comR</sub>-luxAB</i><br>$\Delta covRS::lox72$                                                                                                                                                            | This work        |
| CB009                                    | LMG18311 ( <i>blpU-blpX</i> ):: <i>P<sub>comX</sub>-luxAB</i>                                                                                                                                                                                     | (1)              |
| LF151                                    | LMG18311 ( <i>blpU-blpX</i> ):: <i>P<sub>comX</sub>-luxAB</i><br><i>covRS:kan</i>                                                                                                                                                                 | This work        |
| LF152                                    | LMG18311 ( <i>blpU-blpX</i> ):: <i>P<sub>comX</sub>-luxAB</i><br><i>covRS:lox72</i>                                                                                                                                                               | This work        |
| LF153                                    | LMG18311 ( <i>blpU-blpX</i> ):: <i>P<sub>comX</sub>-luxAB</i><br>pMG36ET                                                                                                                                                                          | This work        |
| LF154                                    | LMG18311 ( <i>blpU-blpX</i> ):: <i>P<sub>comX</sub>-luxAB</i><br>$\Delta covRS::lox72$<br>pMG36ET                                                                                                                                                 | This work        |
| LF155                                    | LMG18311 ( <i>blpU-blpX</i> ):: <i>P<sub>comX</sub>-luxAB</i><br>$\Delta covRS::lox72$<br>pMG36ET- <i>covRS</i>                                                                                                                                   | This work        |
| CB001                                    | LMD-9 ( <i>blpU-blpX</i> ):: <i>P<sub>comX</sub>-luxAB</i>                                                                                                                                                                                        | (2)              |
| LF123                                    | LMD-9 ( <i>blpU-blpX</i> ):: <i>P<sub>comR</sub>-luxAB</i>                                                                                                                                                                                        | (3)              |
| LF156                                    | LMD-9 ( <i>blpU-blpX</i> ):: <i>P<sub>comX</sub>-luxAB</i><br><i>covRS:kan</i>                                                                                                                                                                    | This work        |
| LF157                                    | LMD-9 ( <i>blpU-blpX</i> ):: <i>P<sub>comX</sub>-luxAB</i><br><i>covRS:lox72</i>                                                                                                                                                                  | This work        |
| LF158                                    | LMD-9 ( <i>blpU-blpX</i> ):: <i>P<sub>comR</sub>-luxAB</i><br>$\Delta covRS::lox72$                                                                                                                                                               | This work        |
| LF159                                    | LMG18311 ( <i>blpU-blpX</i> ):: <i>P<sub>comX</sub>-luxAB</i><br>$\Delta covRS::covRS_{LMD-9}$                                                                                                                                                    | This work        |
| LF160                                    | LMD-9 ( <i>blpU-blpX</i> ):: <i>P<sub>comX</sub>-luxAB</i><br>$\Delta covRS::covRS_{LMG18311}$                                                                                                                                                    | This work        |
| LF161                                    | LMG18311 ( <i>blpU-blpX</i> ):: <i>P<sub>comX</sub>-luxAB</i><br><i>covR<sub>D98E</sub>-kan</i>                                                                                                                                                   | This work        |
| LF162                                    | LMD-9 ( <i>blpU-blpX</i> ):: <i>P<sub>comX</sub>-luxAB</i><br><i>covR<sub>E98D</sub>-kan</i>                                                                                                                                                      | This work        |

|                                        |                                                                                                                                                  |           |
|----------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
| AK0042                                 | LMD-9 <i>SUC::P<sub>comX</sub>-opt-gfp-spc</i><br><i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-covR<sub>E98D</sub>-cat</i>                            | This work |
| <b><i>Streptococcus salivarius</i></b> |                                                                                                                                                  |           |
| HSISS4                                 | Wild-type gastro-intestinal tract isolate                                                                                                        | (4)       |
| AK0001                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-luxAB-spc</i>                                                                                     | This work |
| AK0002                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-luxAB-spc</i><br><i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-comS-cat</i>                             | This work |
| AK0003                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-luxAB-spc</i><br><i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-xip-cat</i>                              | This work |
| AK0004                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-luxAB-spc</i><br><i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-comR-cat</i>                             | This work |
| AK0005                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-luxAB-spc</i><br><i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-comR-P<sub>comS</sub>-comS-cat</i>       | This work |
| AK0006                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-luxAB-spc</i><br><i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-comR-P<sub>comS</sub>-xip-cat</i>        | This work |
| AK0007                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-luxAB-spc</i><br><i>tRNA<sub>ser</sub>::P<sub>32</sub>-cat-amiA3</i>                              | This work |
| AK0008                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-luxAB-spc</i><br><i>amiACDEF::P<sub>xyl2</sub>-amiACDEF-cat</i>                                   | This work |
| AK0009                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-luxAB-spc</i><br><i>pptAB::P<sub>F6</sub>-lacI-P<sub>lac</sub>-pptAB-cat</i>                      | This work |
| AK0010                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comR</sub>-luxAB-spc</i>                                                                                     | This work |
| AK0011                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comR</sub>-luxAB-spc</i><br><i>covR ::covR<sub>D53A</sub>-cat</i>                                            | This work |
| AK0012                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comR</sub>-luxAB-spc</i><br><i>covR ::covR<sub>D53E</sub>-cat</i>                                            | This work |
| AK0013                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comR</sub>-luxAB-spc</i><br><i>covS ::covS<sub>T287A</sub>-cat</i>                                           | This work |
| AK0014                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-opt-gfp-spc</i>                                                                                   | This work |
| AK0015                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-opt-gfp-spc</i><br><i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-comR-cat</i>                           | This work |
| AK0016                                 | HSISS4 <i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-opt-gfp-spc</i>                                                                                   | This work |
| AK0017                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-opt-gfp-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-comR-lox72</i>                       | This work |
| AK0018                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-opt-gfp-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-comR-lox72</i><br><i>ΔcomS::cat</i>  | This work |
| AK0019                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-opt-gfp-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-comR-lox72</i><br><i>Δopp::cat</i>   | This work |
| AK0020                                 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-opt-gfp-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-comR-lox72</i><br><i>ΔpptAB::erm</i> | This work |

|        |                                                                                                                                                                                            |           |
|--------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
| AK0021 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-opt-gfp-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-comR-lox72</i><br><i>pptAB::P<sub>F6</sub>-lacI-P<sub>lac</sub>-pptAB-cat</i>  | This work |
| AK0022 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comR</sub>-opt-gfp-spc</i>                                                                                                                             | This work |
| AK0023 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-opt-gfp-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-comR-lox72</i><br><i>ΔcomS::cat</i><br><i>tnpII::P<sub>xyl2</sub>-comS-spc</i> | This work |
| AK0024 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-opt-gfp-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-comR-lox72</i><br><i>ΔcomS::cat</i><br><i>tnpII::P<sub>xyl2</sub>-xip-spc</i>  | This work |
| AK0025 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>comX</sub>-opt-gfp-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>xyl2</sub>-comR-lox72</i><br><i>ΔcomS::cat</i><br><i>tnpII::P<sub>32</sub>-comS-spc</i>   | This work |
| AK0026 | HSISS4 <i>P<sub>comR</sub>-comR-opt-gfp<sup>+</sup>-spc</i>                                                                                                                                | This work |
| AK0027 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>F6</sub>-lacI-spc</i>                                                                                                                                  | This work |
| AK0028 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>F6</sub>-lacI-spc</i><br><i>tRNA<sub>ser</sub>::P<sub>lac</sub>-dcas9-cat</i>                                                                          | This work |
| AK0029 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>F6</sub>-lacI-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>lac</sub>-dcas9-lox72</i>                                                                      | This work |
| AK0030 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>F6</sub>-lacI-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>lac</sub>-dcas9-lox72</i><br><i>tnpII::P<sub>comX</sub>-luxAB-spc</i>                          | This work |
| AK0031 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>F6</sub>-lacI-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>lac</sub>-dcas9-lox72</i><br><i>tnpII::P<sub>comR</sub>-luxAB-spc</i>                          | This work |

|        |                                                                                                                                                                                                                                                                                     |           |
|--------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-----------|
| AK0032 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>F6</sub>-lacI-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>lac</sub>-dcas9-lox72</i><br><i>tnpII::P<sub>comR</sub>-luxAB-spc</i>                                                                                                                   | This work |
| AK0033 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>F6</sub>-lacI-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>lac</sub>-dcas9-lox72</i><br><i>tnpII::P<sub>comX</sub>-luxAB-lox72</i>                                                                                                                 | This work |
| AK0034 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>F6</sub>-lacI-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>lac</sub>-dcas9-lox72</i><br><i>tnpII::P<sub>comR</sub>-luxAB-lox72</i>                                                                                                                 | This work |
| AK0035 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>F6</sub>-lacI-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>lac</sub>-dcas9-lox72</i><br><i>tnpII::P<sub>comX</sub>-opt-gfp-lox72</i>                                                                                                               | This work |
| AK0036 | HSISS4 <i>GOR::P<sub>3-g_1</sub>(luc)</i>                                                                                                                                                                                                                                           | This work |
| AK0037 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>F6</sub>-lacI-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>lac</sub>-dcas9-lox72</i><br><i>tnpII::P<sub>32</sub>-luxAB-spc</i><br><i>GOR::P<sub>3-g_3</sub>(P<sub>32</sub>)-erm</i>                                                                | This work |
| AK0038 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>F6</sub>-lacI-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>lac</sub>-dcas9-lox72</i><br><i>tnpII::P<sub>comX</sub>-luxAB-lox72</i><br><i>GOR::P<sub>3-g_19</sub>(P<sub>covRS*</sub>)-erm</i><br><i>P<sub>covRS</sub>::P<sub>covRS*</sub>-cat</i>   | This work |
| AK0039 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>F6</sub>-lacI-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>lac</sub>-dcas9-lox72</i><br><i>tnpII::P<sub>comR</sub>-luxAB-lox72</i><br><i>GOR::P<sub>3-g_19</sub>(P<sub>covRS*</sub>)-erm</i><br><i>P<sub>covRS</sub>::P<sub>covRS*</sub>-cat</i>   | This work |
| AK0040 | HSISS4 <i>tRNA<sub>thr</sub>::P<sub>F6</sub>-lacI-lox72</i><br><i>tRNA<sub>ser</sub>::P<sub>lac</sub>-dcas9-lox72</i><br><i>tnpII::P<sub>comX</sub>-opt-gfp-lox72</i><br><i>GOR::P<sub>3-g_19</sub>(P<sub>covRS*</sub>)-erm</i><br><i>P<sub>covRS</sub>::P<sub>covRS*</sub>-cat</i> | This work |
| FV0001 | HSISS4 <i>P<sub>comR</sub>-comR::luxAB-lox72</i>                                                                                                                                                                                                                                    | This work |
| FV0002 | HSISS4 <i>P<sub>comR</sub>-comR::luxAB-lox72</i><br><i>Δcovs::cat</i>                                                                                                                                                                                                               | This work |
| FV0003 | HSISS4 <i>P<sub>comR</sub>-comR::luxAB-lox72</i><br><i>ΔciaRH::cat</i>                                                                                                                                                                                                              | This work |

|        |                                                           |           |
|--------|-----------------------------------------------------------|-----------|
| FV0004 | HSISS4 $P_{comR-comR:luxAB-lox72}$<br>$\Delta spaRK::cat$ | This work |
| FV0005 | HSISS4 $P_{comR-comR:luxAB-lox72}$<br>$\Delta vicK::cat$  | This work |
| FV0006 | HSISS4 $P_{comR-comR:luxAB-lox72}$<br>$\Delta TCS06::cat$ | This work |
| FV0007 | HSISS4 $P_{comR-comR:luxAB-lox72}$<br>$\Delta BceRS::cat$ | This work |
| FV0008 | HSISS4 $P_{comR-comR:luxAB-lox72}$<br>$\Delta LiaSR::cat$ | This work |
| FV0009 | HSISS4 $P_{comR-comR:luxAB-lox72}$<br>$\Delta TCS09::cat$ | This work |
| FV0010 | HSISS4 $P_{comR-comR:luxAB-lox72}$<br>$\Delta TCS10::cat$ | This work |
| FV0011 | HSISS4 $P_{comR-comR:luxAB-lox72}$<br>$\Delta vncRS::cat$ | This work |
| FV0012 | HSISS4 $P_{comR-comR:luxAB-lox72}$<br>$\Delta fasB::cat$  | This work |
| FV0013 | HSISS4 $P_{comR-comR:luxAB-lox72}$<br>$\Delta TCS13::cat$ | This work |
| FV0014 | HSISS4 $P_{comR-comR:luxAB-lox72}$<br>$\Delta TCS14::cat$ | This work |
| JM0001 | HSISS4 $\Delta comR$                                      | (5)       |
| JM1125 | HSISS4 $tRNA_{ser}::P_{xyl2-gfp^+}-spc$                   | (6)       |
| JM1016 | HSISS4 $tRNA_{ser}::P_{xyl2-comR}-spc$                    | (5)       |
| JM1019 | HSISS4 $tRNA_{thr}::P_{comS-luxAB}-cat$                   | (5)       |
| JM1020 | HSISS4 $tRNA_{thr}::P_{comX-luxAB}-cat$                   | (5)       |

<sup>a</sup> *cat*, *spc*, *erm*, *kan*, indicate resistance to chloramphenicol, spectinomycin, erythromycin, kanamycin resistance and *lox72* stands for the lox scar.

<sup>b</sup> BCCM, Belgian Coordinated Collections of Microorganisms, LMG Laboratory of Microbiology and Genetics, Ghent, Belgium.

<sup>c</sup> ATCC, American Type Culture Collection, Rockville, MD.

**Table S3B. List of plasmids used in this study**

| Plasmid                                       | Characteristics                                                                                                                                                                              | Reference/source |
|-----------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------|
| pBAD-comR-ST                                  | pBAD <i>hisA</i> derivative encoding ComR <sub>HSISS4</sub> fused to a C-terminal StreptagII                                                                                                 | (5)              |
| pBAD-covR <sub>WT</sub> -ST <sub>N-ter</sub>  | pBAD-comR-ST derivative encoding HSIS4 CovR <sub>WT</sub> fused to a N-terminal StreptagII                                                                                                   | This work        |
| pBAD-covR <sub>D53A</sub> ST <sub>N-ter</sub> | pBAD-comR-ST derivative encoding CovR <sub>D53A</sub> fused to a N-terminal StreptagII                                                                                                       | This work        |
| pBAD-covR <sub>D53E</sub> ST <sub>N-ter</sub> | pBAD-comR-ST derivative encoding CovR <sub>D53E</sub> fused to a N-terminal StreptagII                                                                                                       | This work        |
| pGhostcre                                     | Thermosensitive replication origin vector in <i>S. salivarius</i> , encoding the Cre recombinase; <i>erm</i>                                                                                 | (7)              |
| pGIUD0855erm                                  | pUC18 derivative containing the <i>erm</i> gene                                                                                                                                              | (7)              |
| pJUDspecmut1-gfp+ter                          | Terminator associated- <i>gfp</i> ORF                                                                                                                                                        | (5)              |
| pJIMcat                                       | pJIM4900 derivative with a <i>cat</i> cassette                                                                                                                                               | (5)              |
| pMG36ET                                       | Expression vector; <i>erm</i>                                                                                                                                                                | (8)              |
| pMG36ET-covRS                                 | pMG36ET derivative encoding the <i>covRS</i> operon under the P <sub>32</sub> constitutive promoter; <i>erm</i>                                                                              | This work        |
| pJWV102-PL-dcas9                              | Plasmid encoding a dead Cas9 under the control of a lactose inducible promoter                                                                                                               | (9)              |
| pPEPY-PF6-lacI                                | Plasmid harboring a <i>lacI</i> repressor under the control of the P <sub>F6</sub> promoter, optimized for <i>S. pneumoniae</i>                                                              | (9)              |
| pPEPX-P3-sgRNAluc                             | Plasmid harboring a P <sub>3</sub> constitutive promoter fused to a guide targeting the <i>luc</i> firefly luciferase gene together with a <i>dcas9</i> -handle and a terminator, <i>spc</i> | (9)              |

**Table S3C. List of oligonucleotides used in this study**

| Name  | Sequence (5'-3')                                              |
|-------|---------------------------------------------------------------|
| AK44  | ATGAAAAAAGCAAATGG                                             |
| AK50  | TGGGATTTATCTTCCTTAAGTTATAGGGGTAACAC                           |
| AK52  | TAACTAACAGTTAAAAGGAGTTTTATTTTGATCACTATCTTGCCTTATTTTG          |
| AK55  | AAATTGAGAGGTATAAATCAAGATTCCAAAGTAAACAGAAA                     |
| AK56  | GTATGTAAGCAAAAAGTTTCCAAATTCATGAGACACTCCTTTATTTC               |
| AK57  | CTGAAGAGTGTAAATCATCAAG                                        |
| AK58  | ATGAAAAAAGTAAATGGTTGG                                         |
| AK59  | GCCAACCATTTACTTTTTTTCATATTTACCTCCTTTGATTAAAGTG                |
| AK60  | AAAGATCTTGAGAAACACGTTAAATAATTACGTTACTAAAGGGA                  |
| AK61  | TTATTTAACGTGTTTCTCAAGAT                                       |
| AK62  | ATTATCATCTGATGACATACAAAATG                                    |
| AK69  | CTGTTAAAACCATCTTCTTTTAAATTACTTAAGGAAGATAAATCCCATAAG           |
| AK70  | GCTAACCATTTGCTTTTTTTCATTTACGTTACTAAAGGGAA                     |
| AK71  | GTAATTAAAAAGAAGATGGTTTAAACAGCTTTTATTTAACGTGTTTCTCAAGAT<br>C   |
| AK87  | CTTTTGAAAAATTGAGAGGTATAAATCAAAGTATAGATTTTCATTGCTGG            |
| AK88  | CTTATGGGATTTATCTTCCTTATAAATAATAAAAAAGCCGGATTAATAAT            |
| AK91  | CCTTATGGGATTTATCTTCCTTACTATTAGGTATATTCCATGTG                  |
| AK105 | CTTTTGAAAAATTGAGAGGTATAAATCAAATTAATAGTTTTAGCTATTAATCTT<br>TTT |
| AK106 | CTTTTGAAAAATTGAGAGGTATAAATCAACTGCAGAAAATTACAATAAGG            |
| AK107 | GTGGTTATTATTCAAATTGCAG                                        |
| AK108 | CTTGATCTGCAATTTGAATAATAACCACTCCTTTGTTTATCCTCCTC               |
| AK112 | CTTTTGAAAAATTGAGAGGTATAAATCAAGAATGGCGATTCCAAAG                |
| AK121 | TGAACAATTGTTGCAATTTTC                                         |
| AK122 | CACCTATTAAATAAGTTAAAATAGAAAC                                  |
| AK123 | CCGTCACCTTTTCTAATTTAAG                                        |
| AK124 | GATATTTTCTCGTGATTGG                                           |
| AK133 | CTATACTGAACCAAGACAAAAG                                        |
| AK134 | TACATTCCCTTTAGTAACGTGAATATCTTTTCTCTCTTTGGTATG                 |
| AK147 | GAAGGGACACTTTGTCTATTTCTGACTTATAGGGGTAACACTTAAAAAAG            |
| AK148 | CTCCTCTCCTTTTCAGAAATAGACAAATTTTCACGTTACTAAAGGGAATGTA          |
| AK151 | ATGAAAAAACTAAAATTATTTACAC                                     |
| AK152 | AAGACAACCTGCAAAATAAG                                          |
| AK153 | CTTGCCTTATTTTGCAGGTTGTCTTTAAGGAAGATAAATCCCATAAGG              |
| AK169 | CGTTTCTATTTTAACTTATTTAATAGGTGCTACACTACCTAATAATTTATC           |
| AK170 | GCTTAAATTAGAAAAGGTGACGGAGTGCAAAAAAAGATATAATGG                 |
| AK184 | GTTTCAGAAACCTTTATACAAG                                        |
| AK187 | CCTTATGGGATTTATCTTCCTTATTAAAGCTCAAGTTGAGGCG                   |
| AK188 | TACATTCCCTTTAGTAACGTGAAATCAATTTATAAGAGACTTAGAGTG              |
| AK189 | CGTACAGTTTTGGTGATTTTC                                         |
| AK194 | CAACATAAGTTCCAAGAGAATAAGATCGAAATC                             |
| AK195 | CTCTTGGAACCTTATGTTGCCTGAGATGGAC                               |
| AK222 | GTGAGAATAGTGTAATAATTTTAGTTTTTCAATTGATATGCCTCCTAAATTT<br>TTATC |
| AK245 | CATAAGGGCCAAGAGAATAAGATCGAAATC                                |
| AK246 | CTCTTGGCCCTTATGTTGCCTGAGATGG                                  |

|       |                                                                                      |
|-------|--------------------------------------------------------------------------------------|
| AK251 | CGGCGCACGCAATTCATGACTGACGTC                                                          |
| AK252 | GAATTGCGTGCGCCGATTGCGGTTATCAAG                                                       |
| AK262 | CATTTTGACTGCTATCTTTG                                                                 |
| AK263 | CAAATACTAATCAAATGATATTTATC                                                           |
| AK264 | TTAAGTAGGAGTGCTTAATTC                                                                |
| AK265 | AAATGAGTTATCCTTTCTCC                                                                 |
| AK266 | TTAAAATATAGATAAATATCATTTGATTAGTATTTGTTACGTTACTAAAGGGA<br>ATGTA                       |
| AK267 | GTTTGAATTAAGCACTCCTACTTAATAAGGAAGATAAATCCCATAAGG                                     |
| AK269 | CAGTATTTCCTTACACTAGG                                                                 |
| AK270 | CCTATGACCTATACGAAATC                                                                 |
| AK273 | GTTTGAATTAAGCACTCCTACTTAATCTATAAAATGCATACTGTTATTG                                    |
| AK287 | GAAGTGC GG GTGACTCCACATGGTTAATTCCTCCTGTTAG                                           |
| AK288 | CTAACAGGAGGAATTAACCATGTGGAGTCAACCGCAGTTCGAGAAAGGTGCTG<br>CTGGTAGCAAACGCATTTTGATTGTTG |
| AK290 | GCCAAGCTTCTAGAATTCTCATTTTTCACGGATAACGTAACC                                           |
| AK291 | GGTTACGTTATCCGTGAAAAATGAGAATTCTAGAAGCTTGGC                                           |
| AK298 | ACAATTTTAAAAATCTATATTATTATATC                                                        |
| AK299 | CATAATAAGTATTTACCACTTTC                                                              |
| AK300 | AAAAATAATGAGCACTTAAAAGAATG                                                           |
| AK301 | CATGAAGGCCTCCTTTCTATC                                                                |
| AK302 | CCTGTAGTTCCTTACATAC                                                                  |
| AK303 | TTCCATTTCTTGAGGCGAG                                                                  |
| AK304 | TTGATACAAAGGAAGGTCTTTC                                                               |
| AK305 | CAAGAGACACTCCTTTATTTTC                                                               |
| AK326 | CAAGAGACACTCCTTTATTTTC                                                               |
| AK336 | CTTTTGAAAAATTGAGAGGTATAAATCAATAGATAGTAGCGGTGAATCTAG                                  |
| AK337 | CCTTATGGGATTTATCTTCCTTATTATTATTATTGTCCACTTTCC                                        |
| AK337 | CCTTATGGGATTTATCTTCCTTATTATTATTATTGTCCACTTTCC                                        |
| AK340 | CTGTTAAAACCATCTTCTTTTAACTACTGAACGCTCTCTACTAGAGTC                                     |
| AK341 | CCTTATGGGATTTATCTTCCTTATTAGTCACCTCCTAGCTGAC                                          |
| AK347 | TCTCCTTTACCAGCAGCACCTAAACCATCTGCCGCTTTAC                                             |
| AK348 | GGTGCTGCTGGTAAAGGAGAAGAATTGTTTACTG                                                   |
| AK349 | AAAAATAATGAGCACTTAAAAGAATG                                                           |
| AK350 | CCTGTAGTTCCTTACATAC                                                                  |
| AK351 | TTGATACAAAGGAAGGTCTTTC                                                               |
| AK354 | TGCATGATCTACGTGCGTCAC                                                                |
| AK355 | CAACAGCGGTCTACTGAATCTG                                                               |
| AK361 | TTGATATGCCTCCTAAATTTTTATC                                                            |
| AK362 | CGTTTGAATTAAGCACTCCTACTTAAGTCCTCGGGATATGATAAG                                        |
| AK362 | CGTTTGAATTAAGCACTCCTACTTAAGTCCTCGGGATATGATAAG                                        |
| AK364 | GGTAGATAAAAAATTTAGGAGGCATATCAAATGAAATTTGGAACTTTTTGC                                  |
| AK365 | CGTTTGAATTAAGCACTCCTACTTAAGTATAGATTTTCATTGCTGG                                       |
| AK448 | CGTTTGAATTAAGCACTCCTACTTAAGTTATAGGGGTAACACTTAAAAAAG                                  |
| AK452 | TGAGTGAATGGTTTCAATTG                                                                 |
| AK453 | AACGGGTTTCAAGAAGAATTTG                                                               |
| AK455 | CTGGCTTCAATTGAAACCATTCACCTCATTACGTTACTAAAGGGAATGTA                                   |
| AK458 | GTAGCAACACTCTTGTTTAAAG                                                               |
| AK459 | GTGGCTGAATTATCAAAATAAATC                                                             |

|                      |                                                                                                     |
|----------------------|-----------------------------------------------------------------------------------------------------|
| AK462                | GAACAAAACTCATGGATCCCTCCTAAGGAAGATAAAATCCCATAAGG                                                     |
| AK463                | GAGGGATCCATGAGTTTTTG                                                                                |
| AK464                | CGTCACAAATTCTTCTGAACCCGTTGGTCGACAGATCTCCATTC                                                        |
| AK472                | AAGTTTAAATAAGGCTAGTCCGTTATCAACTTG                                                                   |
| AK473                | TATAGTTATTATACCAGGGGGAC                                                                             |
| AK474                | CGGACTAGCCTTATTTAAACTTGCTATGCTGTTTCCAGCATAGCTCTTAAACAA<br>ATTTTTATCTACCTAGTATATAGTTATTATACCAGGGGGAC |
| AK475                | CGGACTAGCCTTATTTAAAC                                                                                |
| AK476                | GTCCCCCTGGTATAATAACTATA                                                                             |
| AK505                | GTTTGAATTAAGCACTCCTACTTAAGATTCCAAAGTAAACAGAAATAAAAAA<br>C                                           |
| AK509                | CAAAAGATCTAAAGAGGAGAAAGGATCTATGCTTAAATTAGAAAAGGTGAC                                                 |
| AK510                | AGATCCTTTCTCCTCTTTAG                                                                                |
| AK511                | GAACGCTCTCTACTAGAGTC                                                                                |
| AK512                | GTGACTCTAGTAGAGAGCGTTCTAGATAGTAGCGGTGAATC                                                           |
| AK534                | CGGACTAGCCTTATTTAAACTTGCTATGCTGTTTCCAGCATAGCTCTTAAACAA<br>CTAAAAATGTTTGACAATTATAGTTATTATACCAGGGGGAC |
| AK537                | TTAATATGTCCTTGGAGAAC                                                                                |
| AK538                | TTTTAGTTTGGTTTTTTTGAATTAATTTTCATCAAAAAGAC                                                           |
| AK539                | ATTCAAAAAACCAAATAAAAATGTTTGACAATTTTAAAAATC                                                          |
| AK544                | GAAACTGCTTAAATCAAACG                                                                                |
| AK565                | GGCGAATCTAAAAATAAAGG                                                                                |
| AK566                | TGGTAGCAGCTTAAATATGC                                                                                |
| AK567                | CCAAGTTGGCTTCATATCAC                                                                                |
| AK568                | CTTGAAGCTAACCTTATTTT                                                                                |
| AK569                | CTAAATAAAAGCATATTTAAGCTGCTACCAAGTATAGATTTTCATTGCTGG                                                 |
| AK570                | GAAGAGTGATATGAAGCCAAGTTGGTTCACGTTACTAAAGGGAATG                                                      |
| AK575                | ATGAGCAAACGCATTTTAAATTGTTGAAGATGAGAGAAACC                                                           |
| AK576                | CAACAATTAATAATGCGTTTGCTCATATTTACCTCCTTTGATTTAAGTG                                                   |
| AK612                | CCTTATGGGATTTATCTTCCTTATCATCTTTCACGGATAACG                                                          |
| AR901                | AACTATCATCCGTCATCCCAG                                                                               |
| DD_DNDEL<br>OVR-1    | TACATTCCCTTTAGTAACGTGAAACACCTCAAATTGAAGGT                                                           |
| DD_DNDEL<br>OVR-2    | GGTTTTAAAGCATCCACTGCTGGCTCACC                                                                       |
| DD_UPDEL<br>OVR-1    | TTGGAAATCCAGCTCCAGCACCGATATCC                                                                       |
| DD_UPDEL<br>OVR-2    | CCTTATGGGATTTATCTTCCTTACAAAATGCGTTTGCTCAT                                                           |
| DF_COMS              | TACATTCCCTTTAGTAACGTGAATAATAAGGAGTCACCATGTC                                                         |
| DF_SER               | AAGCTGTTAAAACCATCTTC                                                                                |
| DN.RV.LOX71          | TTCACGTTACTAAAGGGAATGTA                                                                             |
| DN_F_BCERS<br>_LOX71 | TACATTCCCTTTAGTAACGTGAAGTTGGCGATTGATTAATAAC                                                         |
| DN_F_CIARH<br>_LOX71 | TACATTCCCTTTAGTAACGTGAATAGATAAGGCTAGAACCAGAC                                                        |
| DN_F_COVS_<br>LOX71  | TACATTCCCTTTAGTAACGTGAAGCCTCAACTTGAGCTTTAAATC                                                       |
| DN_F_FASB_<br>LOX71  | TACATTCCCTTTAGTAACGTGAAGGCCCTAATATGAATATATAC                                                        |
| DN_F_LIASR_<br>LOX71 | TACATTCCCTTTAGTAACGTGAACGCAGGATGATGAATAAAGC                                                         |

|                     |                                                |
|---------------------|------------------------------------------------|
| DN_F_SPARK_LOX71    | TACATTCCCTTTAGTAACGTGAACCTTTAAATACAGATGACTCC   |
| DN_F_TCS06_LOX71    | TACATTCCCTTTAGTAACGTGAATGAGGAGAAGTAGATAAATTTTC |
| DN_F_TCS09_LOX71    | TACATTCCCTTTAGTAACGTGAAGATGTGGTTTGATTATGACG    |
| DN_F_TCS10_LOX71    | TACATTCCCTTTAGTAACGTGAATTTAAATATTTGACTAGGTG    |
| DN_F_TCS13_LOX71    | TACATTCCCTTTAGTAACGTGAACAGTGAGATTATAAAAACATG   |
| DN_F_TCS14_LOX71    | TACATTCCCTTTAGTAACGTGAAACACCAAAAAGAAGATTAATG   |
| DN_F_VICK_LOX71     | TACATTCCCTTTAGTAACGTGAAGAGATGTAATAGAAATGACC    |
| DN_F_VNCRS_LOX71    | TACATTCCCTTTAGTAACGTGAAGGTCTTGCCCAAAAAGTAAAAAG |
| DN_R_SS1-4          | TCATCACAATGGTCACATCT                           |
| DN_R_BCERS          | CTACTTGTGTCATCATTTGC                           |
| DN_R_CIARH          | GCCTAAAATAACGTATAATGAC                         |
| DN_R_COVS           | TGAAAGAACGGTAGACACTG                           |
| DN_R_DIAG_DEL_COVS  | CAAATTCTTCAATAGGTCTC                           |
| DN_R_DIAG_DEL_FASB  | CCAAATTAACATAAAAAGGAGCG                        |
| DN_R_DIAG_DEL_VICK  | ATCCGCTCCATCTTCATTAC                           |
| DN_R_DIAGD_EL_BCERS | GTATTTCTGGTTTAGTGATG                           |
| DN_R_DIAGD_EL_CIARH | CTGGCGTGATATCAATTTGG                           |
| DN_R_DIAGD_EL_LIASR | ACAGCCATCACAAAACAAAG                           |
| DN_R_DIAGD_EL_SPARK | CTTAAGGTAGACTTTGTTCA                           |
| DN_R_DIAGD_EL_TCS06 | GTTTCACTTCTATCATTGCC                           |
| DN_R_DIAGD_EL_TCS09 | ATATCAGAAGCAATTGTTCC                           |
| DN_R_DIAGD_EL_TCS10 | GCAAAGATAACAATACGACC                           |
| DN_R_DIAGD_EL_TCS13 | CAGAGATTGTATCTGGATTC                           |
| DN_R_DIAGD_EL_TCS14 | TCTTAGCTGCTTTTTCTTCC                           |
| DN_R_DIAGD_EL_VNCRS | GATATTTAACCTGTCTACTTG                          |
| DN_R_FASB           | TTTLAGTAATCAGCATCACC                           |
| DN_R_LIASR          | TAGCTGGTACTTATAGTCCG                           |
| DN_R_SPARK          | GAAGCAATAACTGTAATGGC                           |
| DN_R_TCS06          | TCTCCTAAAATCTCCCTTC                            |
| DN_R_TCS09          | CCAGCGATTGAACTATAATC                           |
| DN_R_TCS13          | GGTTCATACTCTGTTTTATC                           |
| DN_R_TCS14          | GAATGATTTCCCTGCATCTGG                          |
| DN_R_VICK           | ATTGGACTCAATCAGATAGC                           |
| DN_R_VNCRS          | AATGGTTTCCCTTCAGC                              |
| DN_R_VNCRS_2        | ACCACCTTTGCTAGCTG                              |

|                               |                                                            |
|-------------------------------|------------------------------------------------------------|
| DN-COVR5-2                    | GGTTTTAAAGCATCCACTGCTGGCTCACC                              |
| DN-<br>INSERTCOVR<br>SKAN-F   | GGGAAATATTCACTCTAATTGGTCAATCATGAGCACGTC                    |
| DR_SER                        | TTGGATAAGGTCTTGACTTC                                       |
| DR_THR                        | TTGATTTATACCTCTCAATTT                                      |
| F_LUX_ATG<br>JB546            | ATGAAATTTGGAAACTTTTTGC<br>GGTGTGTATTTCATCTTCAC             |
| KAN OVL1                      | TTGATTTTCGTTTCGTGAATAC                                     |
| KAN OVL2                      | CCAATTAGAATGAATATTTCCC                                     |
| LF-<br>DN_LMGCOV<br>RD98E_3'A | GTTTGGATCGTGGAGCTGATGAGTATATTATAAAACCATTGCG                |
| LF-<br>PMGCOVRD9<br>XBAI-F    | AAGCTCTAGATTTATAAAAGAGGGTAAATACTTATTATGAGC                 |
| LF-<br>PMGCOVSLM<br>GPSTI-R   | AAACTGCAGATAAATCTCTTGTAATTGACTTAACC                        |
| LF-UP<br>D9COVR_E98<br>D-5'B  | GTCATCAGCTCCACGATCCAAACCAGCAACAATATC                       |
| LF-UP<br>LMGCOVR_D<br>98E-5'B | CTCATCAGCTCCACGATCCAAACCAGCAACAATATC                       |
| LL61                          | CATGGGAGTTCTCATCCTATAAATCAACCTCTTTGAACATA                  |
| LL150                         | TACATTCCCTTTAGTAACGTGAA                                    |
| MV13                          | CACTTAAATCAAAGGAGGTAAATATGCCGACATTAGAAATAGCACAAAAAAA<br>AC |
| MV23                          | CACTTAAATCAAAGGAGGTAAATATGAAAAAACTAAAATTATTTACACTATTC      |
| MV24                          | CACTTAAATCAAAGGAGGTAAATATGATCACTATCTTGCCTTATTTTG           |
| MV25                          | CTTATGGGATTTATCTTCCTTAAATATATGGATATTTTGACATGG              |
| MV29                          | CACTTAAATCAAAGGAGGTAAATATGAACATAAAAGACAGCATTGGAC           |
| MV30                          | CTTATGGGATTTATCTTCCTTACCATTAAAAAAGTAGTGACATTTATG           |
| ML38                          | CTTTATCTACGTCAGTATAAATC                                    |
| ML40                          | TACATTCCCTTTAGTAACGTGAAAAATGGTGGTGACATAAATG                |
| ML41                          | CTTACGACGAAACAAAATTG                                       |
| ML45                          | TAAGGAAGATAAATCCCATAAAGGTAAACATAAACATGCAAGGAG              |
| ML46                          | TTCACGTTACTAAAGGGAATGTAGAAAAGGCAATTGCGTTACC                |
| OPP_S4_1                      | TGTAGCACGTGCACAATCTT                                       |
| OPP_S4_2CAT                   | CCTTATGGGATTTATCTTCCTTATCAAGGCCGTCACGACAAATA               |
| OPP_S4_3CAT                   | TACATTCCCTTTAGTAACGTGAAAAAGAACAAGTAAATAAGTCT               |
| OPP_S4_6B                     | TCACACTGATGGTTTTTGCT                                       |
| PB11                          | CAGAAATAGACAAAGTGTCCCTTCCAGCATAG                           |
| PB12                          | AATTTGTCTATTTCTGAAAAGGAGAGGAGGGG                           |
| R_SPEC                        | ATAGGATGAGAACTCCCATG                                       |
| RPXZ9_ATG                     | CATATTTACCTCCTTTGATTTA                                     |
| SEQCOVR5-<br>F5               | TCCTTGAAGAAAGTCTTGAAGCTGC                                  |
| UF_R-LUX                      | TAATTGAGGAGGTCTATGAG                                       |

|                         |                                                  |
|-------------------------|--------------------------------------------------|
| UF_R-LUX-ATG            | ATGAAATTTGGAAACTTTTTGC                           |
| UF_SER                  | CAAGATTAACCATGACCTTC                             |
| UF_THR                  | TGTCAAAGGATTAGGAAAAC                             |
| UP.FW.LOX66             | TAAGGAAGATAAATCCCATAAGG                          |
| UP.INSERTCO<br>VRSKAN-R | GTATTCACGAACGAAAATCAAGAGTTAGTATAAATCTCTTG        |
| UP_F_BCERS              | ACTCTGACAAAGATCAAACC                             |
| UP_F_CIARH              | GTTACTGAAATCTATGGTGG                             |
| UP_F_COVS               | CTCTTGACCTTATGTTGCC                              |
| UP_F_DIAG_<br>DEL_COVS  | CTCTCTTGAACCTCAACACG                             |
| UP_F_DIAG_<br>DEL_FASB  | GTCTATAATAAACATATTGAGG                           |
| UP_F_DIAG_<br>DEL_VICK  | TGTTACGGCTTTTGATGGTC                             |
| UP_F_DIAGD<br>EL_BCERS  | TGCGGTCTTCCAGTAATTTTC                            |
| UP_F_DIAGD<br>EL_CIARH  | GATGGTGGTATTGAACTTGC                             |
| UP_F_DIAGD<br>EL_LIASR  | TTTTGACTCTGGGCCTGATC                             |
| UP_F_DIAGD<br>EL_SPARK  | CAATTCCAATGTATGTGAGC                             |
| UP_F_DIAGD<br>EL_TCS06  | TTCAGGTATGGAAATGAGTC                             |
| UP_F_DIAGD<br>EL_TCS09  | TAGATGGCAGCCCAATCTTG                             |
| UP_F_DIAGD<br>EL_TCS10  | TCTTAGCTTTAGAGTCCTTC                             |
| UP_F_DIAGD<br>EL_TCS13  | CATGCAACCTTGGCGTTTTG                             |
| UP_F_DIAGD<br>EL_TCS14  | TGGTTTTCTACAGCCTTATG                             |
| UP_F_DIAGD<br>EL_VNCRS  | CTCTACGATCTTGTGAAGAG                             |
| UP_F_FASB               | AGAGGTTTTATCCGTTTATC                             |
| UP_F_LIASR              | TTGACCATCTGTTTGATATC                             |
| UP_F_SPARK              | AATATCGAGTTACCCTAAGC                             |
| UP_F_TCS06              | ATGCTTAGAGAGGACCAAAC                             |
| UP_F_TCS09              | GTTCTTTCTCGTATGGGGTG                             |
| UP_F_TCS10              | TACAAGAAATAACAGACCCG                             |
| UP_F_TCS13              | GATTTGAAGAGCCAAGAAAG                             |
| UP_F_TCS14              | AAAAGTTGGAGTGTTTGTGG                             |
| UP_F_VICK               | CAAGTCACACACCAATTATC                             |
| UP_F_VNCRS              | GTTTATTGCTAACCCTTCTG                             |
| UP_R_BCERS<br>_LOX66    | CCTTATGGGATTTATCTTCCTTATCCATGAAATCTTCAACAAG      |
| UP_R_CIARH<br>_LOX66    | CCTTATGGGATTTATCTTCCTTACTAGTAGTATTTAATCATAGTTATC |
| UP_R_COVS_<br>LOX66     | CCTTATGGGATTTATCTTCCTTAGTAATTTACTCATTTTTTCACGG   |
| UP_R_FASB_<br>LOX66     | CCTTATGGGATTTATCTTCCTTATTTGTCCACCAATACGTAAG      |
| UP_R_LIASR_<br>LOX66    | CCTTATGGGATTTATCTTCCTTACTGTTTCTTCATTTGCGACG      |

|                   |                                               |
|-------------------|-----------------------------------------------|
| UP_R_SPARK_LOX66  | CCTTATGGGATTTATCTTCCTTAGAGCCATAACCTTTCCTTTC   |
| UP_R_TCS06_LOX66  | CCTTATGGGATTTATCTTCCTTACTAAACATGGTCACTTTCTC   |
| UP_R_TCS09_LOX66  | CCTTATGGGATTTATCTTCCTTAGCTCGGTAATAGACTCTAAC   |
| UP_R_TCS10_LOX66  | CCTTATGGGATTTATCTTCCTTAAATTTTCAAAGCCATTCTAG   |
| UP_R_TCS13_LOX66  | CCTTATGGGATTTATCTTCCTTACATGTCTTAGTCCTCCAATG   |
| UP_R_TCS14_LOX66  | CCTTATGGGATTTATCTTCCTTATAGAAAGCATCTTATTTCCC   |
| UP_R_VICK_LOX66   | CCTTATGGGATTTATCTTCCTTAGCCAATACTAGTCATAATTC   |
| UP_R_VNCRS_LOX66  | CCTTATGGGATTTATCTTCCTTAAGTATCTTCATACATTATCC   |
| UPDELSTERC OVR5-A | TTGGAAATCCAGCTCCAGCACCGATATCC                 |
| UR_COMS           | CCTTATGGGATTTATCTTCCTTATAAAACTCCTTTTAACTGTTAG |
| UR_SER            | AGTAATTAAAAAGAAGATGG                          |
| UR_THR            | TTGATTTATACCTCTCAATT                          |

## REFERENCES

1. Haustenne L, Bastin G, Hols P, Fontaine L. 2015. Modeling of the ComRS signaling pathway reveals the limiting factors controlling competence in *Streptococcus thermophilus*. *Front Microbiol* 6:1413.
2. Fontaine L, Boutry C, Henry De Frahan M, Delplace B, Fremaux C, Horvath P, Boyaval P, Hols P. 2010. A Novel Pheromone Quorum-Sensing System Controls the Development of Natural Competence in *Streptococcus thermophilus* and *Streptococcus salivarius*. *J Bacteriol* 192:1444–1454.
3. Fontaine L, Goffin P, Dubout H, Delplace B, Baulard A, Lecat-Guillet N, Chambellon E, Gardan R, Hols P. 2013. Mechanism of competence activation by the ComRS signalling system in streptococci. *Mol Microbiol* 87:1113–1132.
4. Van Den Bogert B, Boekhorst J, Herrmann R, Smid EJ, Zoetendal EG, Kleerebezem M. 2013. Comparative genomics analysis of *Streptococcus* isolates from the human small intestine reveals their adaptation to a highly dynamic ecosystem. *PLoS One* 8: e83418.
5. Mignolet J, Fontaine L, Sass A, Nannan C, Mahillon J, Coenye T, Hols P. 2018. Circuitry Rewiring Directly Couples Competence to Predation in the Gut Dweller *Streptococcus salivarius*. *Cell Rep* 22:1627–1638.
6. Mignolet J, Cerckel G, Damoczi J, Ledesma-Garcia L, Sass A, Coenye T, Nessler S, Hols P. 2019. Subtle selectivity in a pheromone sensor triumvirate desynchronizes competence and predation in a human gut commensal. *Elife* 8:e47139.
7. Fontaine L, Dandoy D, Boutry C, Delplace B, de Frahan MH, Fremaux C, Horvath P, Boyaval P, Hols P. 2010. Development of a versatile procedure based on natural transformation for marker-free targeted genetic modification in *Streptococcus thermophilus*. *Appl Environ Microbiol* 76:7870–7787.
8. Fontaine L, Hols P. 2008. The inhibitory spectrum of thermophilin 9 from *Streptococcus thermophilus* LMD-9 depends on the production of multiple peptides and the activity of BlpGSt, a thiol-disulfide oxidase. *Appl Environ Microbiol* 74:1102–1110.
9. Liu X, Gallay C, Kjos M, Domenech A, Slager J, van Kessel SP, Knoops K, Sorg RA, Zhang J-R, Veening J-W. 2017. High-throughput CRISPRi phenotyping identifies new essential genes in *Streptococcus pneumoniae*. *Mol Syst Biol* 13:931.

# Supplementary material for: The CovRS Environmental Sensor Directly Controls the ComRS Signaling System To Orchestrate Competence Bimodality in Salivarius Streptococci
**Source:** mBio. 2022 Jan 4;13(1):e03125-21. doi: 10.1128/mbio.03125-21
**Supplement:** TABLE S4

Table S4. List of (overlapping) PCR fragments, synthetic DNA constructs, and EMSA probes

Strain/<br>Plasmid	PCR fragment	Template<br>DNA	Primer 1	Primer 2
AK0001	Upstream homologous region (Up HR) of <i>tRNA_{thr}</i> locus fused to P_{comX} - <i>luxAB</i>	JM1020	UF_THR	AK91
	<i>spc</i> , spectinomycin resistance cassette	pJUDspecmut<br>1-gfp+ter	Up.fw.lox6<br>6	R_spec
	Downstream homologous region (Dw HR) of <i>tRNA_{thr}</i> locus	HSISS4	LL61	UR_THR
AK0002 AK0003<br>AK0004<br>AK0005	Up HR of <i>tRNA_{ser}</i> fused to <i>xylR</i> - P_{xyl2}	JM1125	UF_SER	RpxZ9_A<br>TG
	<i>cat</i> , chloramphenicol resistance cassette	pJIMcat	Up.fw.lox6<br>6	Dn.rv.lox7<br>1
	Dw HR of <i>tRNA_{ser}</i>	HSISS4	LL150	DR_SER
AK0002	<i>comS</i> (HSISS4_10217)	HSISS4	MV23	MV25
AK0003	<i>xip</i> , mature C-terminal form of ComS (11aa)	HSISS4	MV24	MV25
AK0004	<i>comR</i> (HSISS4_00217)	HSISS4	MV29	MV30
AK0005	<i>comR</i> - P_{comS} - <i>comS</i> (HSISS4_00217-	HSISS4	MV29	MV25
AK0006	Up HR of <i>tRNA_{ser}</i> fused to <i>xylR</i> - P_{xyl2}	AK0005	UF_SER	MV13
	<i>xip</i> - <i>cat</i> fused to Dw HR of <i>tRNA_{ser}</i>	AK0003	AK52	DR_SER
AK0007	Up HR of <i>tRNA_{ser}</i>	HSISS4	UF_SER	UR_SER
	<i>cat</i> , chloramphenicol resistance cassette	pJIMcat	AK69	AK70
	<i>amiA3</i> (HSISS4_01366), Ami/Opp	HSISS4	AK44	AK71
	Dw HR of <i>tRNA_{ser}</i>	HSISS4	DF_SER	DR_SER
AK0008	Up HR of <i>amiACDEF</i> (HSISS4_01361-01365)	HSISS4	AK57	AK58
	<i>xylR</i> - P_{xyl2}	pZX10	AK59	AK50
	<i>cat</i> , chloramphenicol resistance cassette	pJIMcat	Up.fw.lox6<br>6	AK60
	Dw HR of <i>amiACDEF</i> (HSISS4_01361-01365)	HSISS4	AK61	AK62
AK0009	Up HR of <i>pptAB</i> (HSISS4_01518-01519)	HSISS4	AK133	AK509
	<i>S. pneumoniae</i> optimized P_{lac} promoter	pJWV102-PL-<br>dcas9	AK510	AK511
	<i>S. pneumoniae</i> optimized P_{F6} promoter fused to the <i>lacI</i> repressor gene	pPEPY-PF6-<br>lacI	AK512	AK337
	<i>cat</i> , chloramphenicol resistance cassette	pJIMcat	Up.fw.lox6<br>6	Dn.rv.lox7<br>1
	Dw HR of <i>pptAB</i> (HSISS4_01518-01519)	HSISS4	AK134	AK124
AK0010	Up HR of <i>tRNA_{thr}</i>	HSISS4	UF_THR	UR_THR
	Promoter of <i>comR</i> (P_{comR})	HSISS4	AK55	AK56
	<i>luxAB</i> genes fused to <i>spc</i> -Dw HR <i>tRNA_{thr}</i>	AK0001	F_lux_AT<br>G	DR_THR

AK0011	<i>cat</i> , chloramphenicol resistance cassette	pJIMcat	Up.fw.lox6<br>6	Dn.rv.lox7<br>1
AK0012	Dw HR of <i>covRS</i> (HSISS4_00246-00247)	HSISS4	AK188	AK189
AK0013	Up HR of <i>covR</i> and <i>covR</i> _{D53A}	HSISS4	AK184	AK246
AK0011	Dw HR of <i>covR</i> _{D53A} and <i>covS</i> (HSISS4_00246-00247)	HSISS4	AK245	AK187
AK0012	Up HR of <i>covR</i> and <i>covR</i> _{D53E}	HSISS4	AK184	AK195
AK0012	Dw HR of <i>covR</i> _{D53E} and <i>covS</i> (HSISS4_00246-00247)	HSISS4	AK194	AK187
AK0013	<i>covR</i> and Up HR of <i>covS</i> _{T287A}	HSISS4	AK184	AK252
AK0013	Dw HR of <i>covS</i> _{T287A} (HSISS4_00247)	HSISS4	AK251	AK187
AK0014	Up HR of <i>tRNA</i> _{thr}	HSISS4	UF_THR	UR_THR
AK0014	<i>P</i> _{comX-opt-gfp⁺} , <i>comX</i> promoter with 5'UTR optimized sequence fused to codon-optimized <i>gfp⁺</i>	<i>P</i> _{comX-gfp⁺} (gBlocks DNA ^o)	AK87	AK88
AK0015	<i>spc</i> fused to Dw HR of <i>tRNA</i> _{thr}	AK0001	Up.fw.lox6	DR_THR
AK0015	<i>P</i> _{xyl2-comR-cat} at <i>tRNA</i> _{ser}	AK0004	UF_SER	DR_SER
AK0016	Up HR of <i>tRNA</i> _{ser} with upstream region of <i>xylR</i>	AK0004	UF_SER	AK107
AK0016	<i>P</i> _{xyl2-opt-gfp⁺} , <i>P</i> _{xyl2} promoter with 5'UTR optimized sequence fused to codon-optimized <i>gfp⁺</i>	<i>P</i> _{xyl2-gfp⁺} (gBlocks DNA ^o)	AK108	AK88
AK0017	<i>spc</i> fused to Dw HR of <i>tRNA</i> _{ser}	JM1016	Up.fw.lox6	DR_SER
AK0017	<i>P</i> _{xyl2-comR-cat} at <i>tRNA</i> _{thr}	AK0004	UF_SER	DR_SER
AK0018	Up HR of <i>comS</i> (HSISS4_00217)	HSISS4	UF_R-lux	UR_comS
AK0018	Dw HR of <i>comS</i> (HSISS4_00217)	HSISS4	DF_comS	Dn_R<br>SS1-4
AK0019	<i>cat</i> , chloramphenicol resistance cassette	pJIMcat	Up.fw.lox6	Dn.rv.lox7
AK0019	Up HR of <i>amiACDEF</i> (HSISS4_01361-01365)	HSISS4	Opp_S4_6<br>B	Opp_S4_3<br>cat
AK0019	Dw HR of <i>amiACDEF</i> (HSISS4_01361-01365)	HSISS4	Opp_S4_2<br>cat	Opp_S4_1
AK0020	<i>cat</i> , chloramphenicol resistance cassette	pJIMcat	Up.fw.lox6	Dn.rv.lox7
AK0020	Up HR of <i>pptAB</i> (HSISS4_01518-01519)	HSISS4	AK121	AK122
AK0020	Dw HR of <i>pptAB</i> (HSISS4_01518-01519)	HSISS4	AK123	AK124
AK0021	<i>erm</i> , erythromycin resistance cassette	pGIUD0855er	AK169	AK170
AK0021	IPTG-inducible system of <i>pptAB</i> expression (<i>P</i> _{F6-lacI} <i>P</i> _{lac-pptAB})	AK0009	AK133	AK124
AK0022	Up HR of <i>tRNA</i> _{thr}	HSISS4	UF_THR	UR_THR
AK0022	<i>P</i> _{comR-opt-gfp⁺} , <i>comR</i> promoter with 5'UTR optimized sequence fused to codon-optimized <i>gfp⁺</i>	<i>P</i> _{comR-gfp⁺} (gBlocks DNA ^o)	AK112	AK88

How the deposited data were processed for this re-analysis (not part of the article)

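RNA-seq counts of *S. salivarius* HSISS4 WT, CovS_T287A_ and CovR_D53E_ were analysed, 1 library per strain. The authors prepared stranded libraries from rRNA-depleted RNA, mapped single reads with Bowtie2 and counted reads per CDS with featureCounts on the Galaxy server. Their versions, the genome build and the strand setting of counting are not stated. The deposited table gives raw counts per CDS, the authors' normalized values per 100000 CDS-mapped reads and the authors' ratio of each mutant to WT. The methods describe reads per 1000000 overall reads, while each deposited normalized column sums to 100000, which leaves the ratio unchanged.

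Reads per 1000000 and ratios were computed from the counts with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1; figures used matplotlib 3.10.9. Intervals at 95% come from the conditional binomial distribution of 2 Poisson counts and cover counting error only. No count was 0, and the lowest were 69 in WT, 20 in CovS_T287A_ and 2 in CovR_D53E_. All 1906 CDSs had at least 10 reads in at least 1 library. With no replicates, no p-value is given for single ratios. The 36 gene lists were set before the data were examined, as were the fold rule and all alternatives but one, although the ratios of Table S2 had been read by then. Lists of the regulons, two-component systems and pheromone transport came from the paper's tables and the others from words in product names, so that some members may not fit the name of their list. List medians were set against 10000 random lists matched on mean expression in 20 bins. Mean expression here was the mean RPM over all libraries, mutants included, and was not divided by length. The random lists drew CDSs singly, so that for lists with genes transcribed together the spread of random medians may be too narrow. Overlap and correlation of the mutants, which share WT, were set against 100 simulations of unchanged mutants with counting error only, and the overlap, after seeing the data, also against 10000 permutations within each 10% of level per kb.

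Genes named in the text were chosen by rule: those of Tables S1 and S2 and of competence and pheromone transport, the 10 lowest and 10 highest outside Table S2 changed in both mutants with at least 50 reads, the 5 each way that differ most between mutants, up to 4 members of each list with a median log2 ratio of at least 0.585 in size, and 2 genes on each side of *covRS*. The rule gave 174 genes.

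Alternatives were TMM (edgeR 4.0.16), size factors of DESeq2 1.42.0 (R 4.3.3), totals without the 10 most read genes, 1 read per 1000000 added to both values, no filter or at least 50 reads, an interval excluding 2-fold, folds of 1.5 and 5, and both mutants as one arm against WT by edgeR and DESeq2 at an adjusted p of 0.05, with 1 residual degree of freedom. Added after seeing the data was a setting in which the excess of WT in the lowest 10% of CDSs by level per kb was taken off WT. The amount was the median excess, 17.97 RPM per kb against CovS_T287A_ and 12.28 against CovR_D53E_. It was taken off every CDS in proportion to length, with WT kept at 3 reads or more. Where WT was near the amount taken off, a CDS could turn higher through the subtraction alone.

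On counts simulated with counting error only and 200 of 1906 CDSs changed, 94.9% of intervals held the true fold and 0 unchanged CDSs were called. This checks the computation and not variation between cultures, which was not simulated there. The simulation for one arm gave both mutants the same changes, with a dispersion of 0.05. As one arm, edgeR called 98.5% and DESeq2 98% of CDSs changed 4-fold, with 6 and 15 unchanged CDSs called. The real mutants differed from each other, so that these shares do not give the power of the one-arm test on the real data. Reads that map to several copies of a sequence, as in mobile elements, were not examined, and GC content was not analysed here.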

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

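Apart from the test on coding length, all tests of explanations here were chosen or given their final form only after the results were seen; the bound of the trend test was tightened and the regulon test was split by list and mutant at that point, and the overlap within each 10% of level, under each setting, was added.

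The pheromone gene *comS*, not listed in Table S2, had a log2 ratio of -1.61 in CovS_T287A_ and -3.67 in CovR_D53E_. It had few reads, on a coding sequence shorter than a read. With the WT excess of the lowest 10% of CDSs taken off WT, it was no longer 2-fold lower in CovS_T287A_, but remained so in CovR_D53E_. Outside Table S2, 84 CDSs were at least 2-fold lower and 9 at least 2-fold higher in both mutants, against 67.5 and 2.08 for lists independent within each 10% of level. These numbers depend on processing: they were 73 and 14 with TMM and 70 and 19 with DESeq2 size factors. With the WT excess taken off, they were 32 and 28, against 13.2 and 7.98. As that setting lowers the same WT for both mutants, weakly expressed CDSs can turn higher in both through it. The 28 can therefore not be read as a shared rise. Of 98 genes marked as ComX regulon in the deposited table but not in Table S2, 28 were at least 2-fold lower and 3 higher in CovS_T287A_, and 23 lower and 11 higher in CovR_D53E_. With the WT excess taken off, these were 8, 18, 13 and 25, where the added higher genes can again come from the subtraction. As first counted, the medians of these 98 genes were not low for their mean expression, which is not per kb. Of 10000 random lists matched on it, 10000 and 5842 had a median at or below theirs. Lower in CovS_T287A_ and higher in CovR_D53E_ were 34 CDSs, where lists independent within each 10% of level would share 25.5 (95% of permutations 18 to 34); with TMM they were 22, against 19.9. The 18 genes of iron, manganese and zinc transport had a median log2 ratio of -0.60 in CovS_T287A_ and 0.41 in CovR_D53E_, where 6 were at least 2-fold lower and 7 higher, and the 12 other genes of Table S2 had -0.60 and 0.36. In CovR_D53E_, 13 of 22 oxidative stress genes were at least 2-fold higher and 10 of 11 histidine synthesis genes at least 2-fold lower.

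CDSs with few reads were lower in CovS_T287A_, with a median log2 ratio of -0.71 in the second-lowest 10% by level per kb and 0.02 in the highest; in CovR_D53E_ the second-lowest 10% had -0.01. A uniform background in WT would add the same reads per kb at every low level. Against CovS_T287A_, the WT excess was 17.97 RPM per kb in the lowest 10%, 23.06 in the second-lowest and 26.82 in the third-lowest. The third-lowest value divided by the lowest was 1.49 (95% bootstrap interval 1.24 to 1.79), so that the excess was not equal at these levels. The bound of 1.5, tightened after values were seen, lies inside this interval, and background as part of the excess remains open. Against CovR_D53E_, the WT excess was 12.28 RPM per kb in the lowest 10%, 0.191 in the second-lowest and -3.52 in the third-lowest. It was thus not uniform, and the amount taken off in that comparison held for the lowest 10% only. The excess of the lowest 10% was then taken off WT. At least 2-fold lower stayed 21 of 21 ComR core genes in CovS_T287A_ and 19 of 19 in CovR_D53E_. This argues against background as the whole cause for the ComR core genes. Of the ComX core genes in CovR_D53E_, 10 of 14 stayed at least 2-fold lower. That cannot decide on background for them, as less was taken off the same WT than against CovS_T287A_. Of the ComX core genes in CovS_T287A_, 2 of 16 stayed, as a background would give, although a true fall of that size would give the same.

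CDSs lower in both mutants numbered 118, against 48.8 for independent lists and 89.6 for lists independent within each 10% of level (95% of permutations 80 to 99). With the WT excess of the lowest 10% taken off, they numbered 54, against 19.2 (12 to 27), so that the number depends on processing and stayed above lists independent within each 10% of level. The covariance of the log2 ratios was 0.281 (Pearson r 0.35), against 0.000834 with unchanged mutants and counting error only, although the simulated r, from the shared WT alone, was 0.46. A deviation of the single WT library would enter both ratios, and part of this covariance may come from it.

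In CovR_D53E_, the median log2 ratio was 1.37 for oxidative stress and -2.46 for histidine synthesis genes. The tables argue against coding length as the cause, as 0 of 10000 random lists matched on length had a median as far out. These lists drew CDSs singly, whereas neighboring histidine synthesis genes may be transcribed together, so that their spread may be too narrow. With 1 library of CovR_D53E_, a difference between single cultures remains open.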

How the results depend on the processing

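One setting, the WT excess of the lowest 10% of CDSs taken off WT, was chosen after seeing the data. No paired analysis was possible because each strain has 1 library. The log2 ratio of *comR* in CovS_T287A_ was -0.88 with TMM and -0.81 with DESeq2 size factors, which ends the 2-fold change, and in CovR_D53E_ it was -0.86, -0.86 and, without the 10 most read genes, -1.02. With the WT excess taken off, it was -0.94 in CovS_T287A_, again less than 2-fold, and -0.82 in CovR_D53E_, and CDSs lower and higher in both mutants numbered 54 and 30. These scalings moved the median log2 ratio of all CDSs in CovS_T287A_ to 0.01 and 0.09. CDSs higher in CovS_T287A_ numbered 20 with TMM, 29 with DESeq2 size factors and 59 with the WT excess taken off, which left 170 lower. The 59, and the 30 higher in both mutants, are not read as rises, as lowering WT can turn weakly expressed CDSs higher. CDSs higher in both mutants numbered 14 with TMM and 19 with DESeq2 size factors. At 5-fold in place of 2-fold, 1 ComX core gene was lower in CovS_T287A_ and 6 in CovR_D53E_, and 1 other gene of Table S2 in CovS_T287A_ and 1 in CovR_D53E_. With the WT excess taken off, 2 ComX core genes were lower in CovS_T287A_. With both mutants as one arm at an adjusted p under 0.05, edgeR called 0 CDSs lower and 0 higher, and DESeq2 5 and 0. At an unadjusted p under 0.05, edgeR had 32 lower and 5 higher, and DESeq2 35 and 31. Otherwise the cause was not tested. The other 84 alternative values of the main results stayed within 1.5 times the count or within the interval. With TMM and with DESeq2 size factors, 19 ComR core genes were at least 2-fold lower in CovS_T287A_ in place of 21, and 19 in CovR_D53E_ as before, and with DESeq2 size factors 13 ComX core genes in CovS_T287A_. Of 144 single-gene ratios put through these settings, 89 were past 2-fold, of which 84 stayed past it with TMM and 82 with DESeq2 size factors. The other ratios of the named genes were not tallied. With TMM, the median log2 ratios of pheromone transport and histidine synthesis genes in CovS_T287A_, near 0, turned to 0.18 and 0.19.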

Differences from the paper's values

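All 112 ratios of the 56 genes in Table S2 equal those computed from the counts, to the 2 decimals printed. Its title speaks of genes down-regulated in the mutants, while the paper's text speaks of most genes of the ComR regulon. Of the 55 genes besides *comR*, 43 in CovS_T287A_ and 37 in CovR_D53E_ were lower by at least 1.5-fold, the lowest class in the footnote. By at least 2-fold, 41 and 35 were lower, which is most of the 55 in each mutant. Table S2 gives the symbol *pncB* to HSISS4_00176, an ABC transporter gene, and the deposited table gives it to HSISS4_00178, the nicotinate phosphoribosyltransferase gene.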

Other observations

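Apart from the setting with the WT excess taken off, chosen after seeing the data, no tests beyond those set in advance are used here. Differences between the mutants were not tested. In the CovR_D53E_ library, genes with product names of oxidative stress defense were mostly higher than WT (13 of 22 at least 2-fold, 1 lower), with *sodA* (superoxide dismutase) at 4.82 (95% counting interval 4.77 to 4.86), *dpr* (iron-binding protein) at 4.22, *trxA1B* (thioredoxin) at 6.23 and *gloA* (lactoylglutathione lyase, a detoxification enzyme that the list takes in by its name) at 7.05, against 1.62, 0.596, 0.750 and 1.16 in CovS_T287A_. Of 26 genes of two-component systems, 4 were at least 2-fold higher in CovR_D53E_: those of CiaH and CiaR, at 5.09 and 5.07, and HSISS4_00378 and HSISS4_00379, at 4.26 and 3.68. The surface protease gene *htrA* was at 3.46 in CovR_D53E_ and 1.08 in CovS_T287A_, and the zinc-binding lipoprotein gene *adcA1* at 11.5 and 0.674. Metal transport genes went both ways in CovR_D53E_, with log2 ratios from -2.12 to 3.52. Of the histidine synthesis genes, *aspC2A* and HSISS4_00738 were at 0.122 and 0.151 in CovR_D53E_ and at 0.977 and 0.974 in CovS_T287A_. Of 17 genes of aromatic amino acid synthesis 7 were at least 2-fold lower in CovR_D53E_, with *trpD* at 0.257. Of 12 genes of fatty acid synthesis 7 were, with *fabG* at 0.384. The ratios of *trpD* and *fabG* in CovS_T287A_ were 1.18 and 0.552. There, 1 of the fatty acid synthesis genes was at least 2-fold lower, and their median log2 ratio was -0.47. In CovS_T287A_, the glutamine transporter gene *gnlP* was at 0.168, and in CovR_D53E_ at 1.01.

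Of 11 CRISPR-associated genes, 6 were at least 2-fold lower in CovS_T287A_ (4 with TMM) and 7 in CovR_D53E_, with 3 in both, and 607 and 35 of 10000 random lists matched on mean expression had a median at or below theirs. The sugar transporter gene *scrA4* was at 0.167 and 0.0634 of WT. Higher in both were HSISS4_01423 (arsenate reductase), at 4.31 and 8.29, HSISS4_01424 (methylated-DNA-protein methyltransferase), at 6.56 and 3.92, and *ilvB1* (pyruvate oxidase), at 2.28 and 4.68. Of 40 transposase and phage genes, 32 were at least 2-fold lower in CovS_T287A_ (20 with TMM) and 5 in CovR_D53E_. With the WT excess taken off, 5 were lower in CovS_T287A_ and 3 in CovR_D53E_. In CovS_T287A_, 5037 of 10000 random lists matched on mean expression had a median at or below theirs.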
